# MulNet: a scalable framework for reconstructing intra- and intercellular signaling networks from bulk and single-cell RNA-seq data

**DOI:** 10.1093/bib/bbaf081

**Published:** 2025-03-17

**Authors:** Mingfei Han, Xiaoqing Chen, Xiao Li, Jie Ma, Tao Chen, Chunyuan Yang, Juan Wang, Yingxing Li, Wenting Guo, Yunping Zhu

**Keywords:** multilayer network, reinforcement learning, gene regulation, cancer regulators

## Abstract

Gene expression involves complex interactions between DNA, RNA, proteins, and small molecules. However, most existing molecular networks are built on limited interaction types, resulting in a fragmented understanding of gene regulation. Here, we present MulNet, a framework that organizes diverse molecular interactions underlying gene expression data into a scalable multilayer network. Additionally, MulNet can accurately identify gene modules and key regulators within this network. When applied across diverse cancer datasets, MulNet outperformed state-of-the-art methods in identifying biologically relevant modules. MulNet analysis of RNA-seq data from colon cancer revealed numerous well-established cancer regulators and a promising new therapeutic target, miR-8485, along with several downstream pathways it governs to inhibit tumor growth. MulNet analysis of single-cell RNA-seq data from head and neck cancer revealed intricate communication networks between fibroblasts and malignant cells mediated by transcription factors and cytokines. Overall, MulNet enables high-resolution reconstruction of intra- and intercellular communication from both bulk and single-cell data. The MulNet code and application are available at https://github.com/free1234hm/MulNet.

## Introduction

A crucial aspect of analyzing genome-wide gene expression data is the inference of gene regulatory networks (GRNs) [1, 2]. Pioneering methods, for example, can reconstruct tissue-specific GRNs using bulk RNA-seq data [3–5]. With the advancements in single-cell RNA sequencing (scRNA-seq) technology, new computational approaches have emerged to infer cell type-specific GRNs. These methods can be broadly categorized into probabilistic model–based approaches, deep learning methods, and reinforcement learning (RL) techniques. Probabilistic model–based methods include approaches that utilize models such as random forests [6], Bayesian networks [7], graphical models [8], and probabilistic matrix factorization [9]. Deep learning–based methods leverage architectures like convolutional neural networks [10–12] and graph neural networks [13, 14]. Meanwhile, RL methods frame GRN inference as a Markov decision process (MDP), where an agent interacts with the environment in discrete time steps by observing states, taking actions, and receiving rewards, aiming to identify an optimal policy that maximizes cumulative reward [15].

While GRNs are valuable for identifying key transcription factors (TFs) within specific tissues or cells, they overlook other important intra- and intercellular interactions, such as ligand–receptor interactions, protein–protein interactions (PPIs), and microRNA (miRNA)–messenger RNA (mRNA) interactions. Consequently, GRNs are limited in their ability to capture the full complexity of biological systems. Understanding how various interactions synergistically regulate gene expression remains a significant challenge.

Here, we present MulNet (Multilayer Network), a framework for reconstructing multi-interaction networks from gene expression data. MulNet consists of three main steps (Fig. 1). First, it constructs a multilayer network (MLN) by integrating gene expression data with reference interactions. Users can upload their own interaction data or use our curated collection of human reference interactions from 12 databases. Second, MulNet identifies gene modules within the multilayer network using a two-level RL framework. Third, by incorporating patient survival outcomes, MulNet can predict prognostic regulators and their downstream targets through network-based survival analysis.

**Figure 1:**
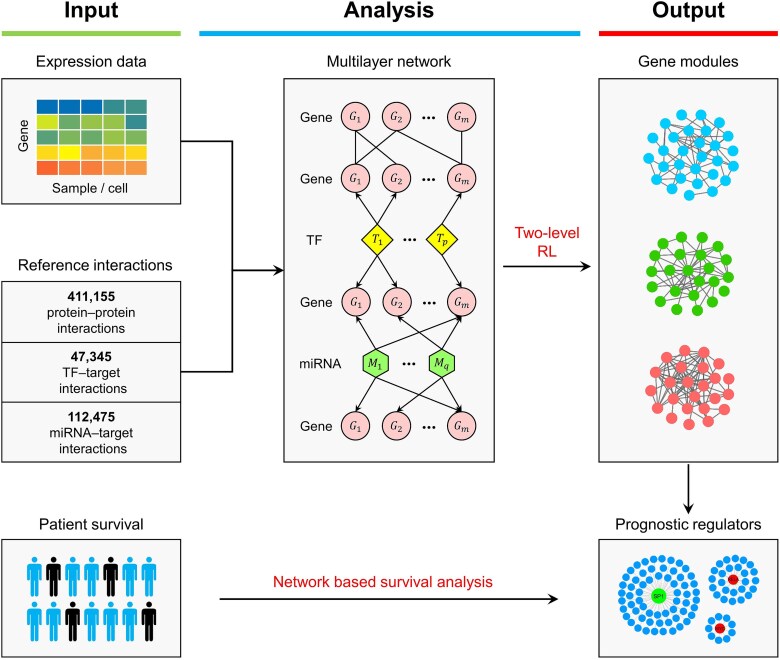
Overview of the MulNet workflow. The input to MulNet includes a tissue- or cell-type-specific gene expression matrix along with reference interactions. MulNet first constructs a multilayer network by integrating the gene expression data with reference interactions and then identifies gene modules within this network using hierarchical reinforcement learning. By incorporating patient survival outcomes, MulNet can further identify prognostic regulators and their downstream targets.

Applying MulNet to bulk and single-cell RNA-seq data across diverse cancer types, we demonstrated that its two-level RL framework outperforms state-of-the-art methods in identifying biologically relevant modules. Furthermore, the network-based survival analysis revealed numerous cancer-related TFs and miRNAs that evaded detection by conventional survival analysis. These findings highlight the two key innovations of MulNet—the two-level RL framework and network-based survival analysis—which significantly improve gene module detection and the identification of prognostic regulators.

Two case studies highlight MulNet’s potential in cancer research. First, MulNet analysis of RNA-seq data from colon adenocarcinoma identified numerous well-established cancer regulators and a promising therapeutic target, miR-8485, along with several downstream pathways it modulates to inhibit tumor growth. Second, MulNet analysis of scRNA-seq data from head and neck cancer revealed a complex signaling network between fibroblasts and malignant cells. This network demonstrates how TFs within fibroblasts regulate the expression of ligand molecules that, once secreted, bind to receptors on tumor cells, triggering downstream transcriptional responses.

## Materials and methods

### Construction of multilayer networks

MulNet requires two types of input data: tissue- or cell-type-specific expression data $M$ and $k$ reference interaction datasets $\left\{{N}_1,\dots{N}_k\right\}$. Users can upload their own interaction data or use a curated library of human reference interactions. This library includes 411 155 PPIs from STRING, BIOGRID, DIP, HuRI, and MINT; 47 345 TF–target interactions from hTFtarget, RegNetwork, TFLink, and TRRUST; and 112 475 miRNA–target interactions from miRDB, miRTarBase, and RegNetwork. To ensure reliability, we retained only interactions supported by at least two independent databases.

By integrating these data, MulNet constructs a ($k+1$)-layer network. Each layer includes all genes present in $M$. Nodes in adjacent layers are linked by specific interactions within ${N}_1$ to ${N}_k$. However, the relatively low expression levels of some gene expression regulators result in many meaningful interactions being excluded from the network. To address this, we added functional layers (TFs and miRNAs in Fig. 2) to encompass important functional molecules that may not be present in $M$ but whose effects on downstream genes are included in the reference interaction data.

**Figure 2:**
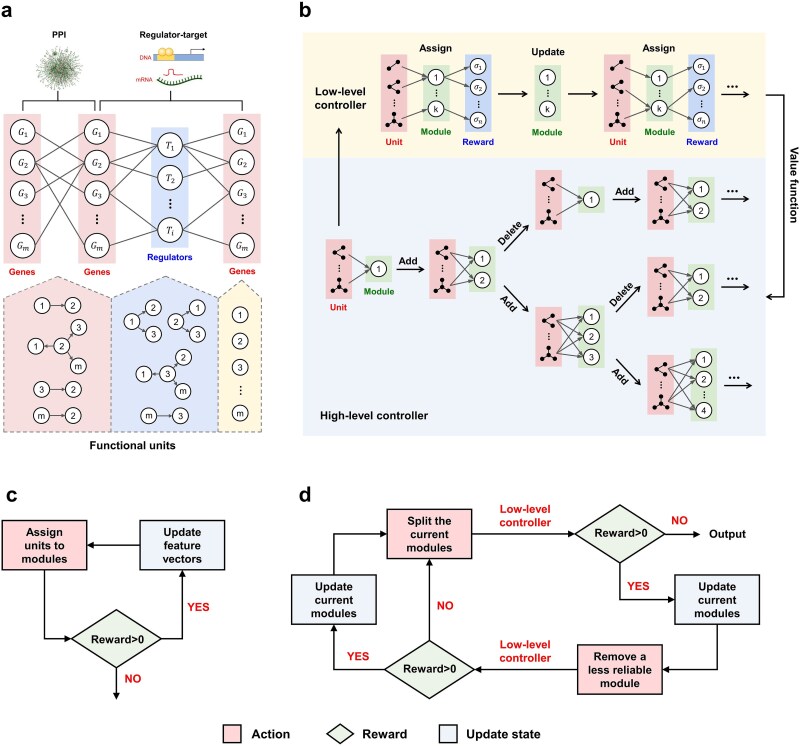
Multilayer network construction and gene module detection. (a) Architecture of the multilayer network model. The model supports scalable numbers of gene and functional layers. The analysis involves partitioning gene and functional layers into functional units, which are then organized into signaling modules. (b) Schematic of the two-level RL framework. The algorithm consists of a high-level controller that identifies new modules and a low-level controller that assigns functional units to existing modules. (c) Flowchart of the low-level controller. (d) Flowchart of the high-level controller.

### Prepossessing of multilayer networks

MulNet preprocesses multilayer networks in two steps. The first step is to remove all functional layers and establish direct connections between the gene layers on both sides of the removed functional layers, thereby rewiring regulator–target interactions into coregulatory relationships between target genes. Subsequently, MulNet weights the network connections using both prior confidence scores (optional) and the probabilities of expression correlations between interacting genes (required), thus reducing the impact of interactions with low confidence or inconsistencies with the expression data. Given a gene ${G}_0$ and its neighbors in the right gene layer (${G}_1,\dots, {G}_k$), the weights of the connections between ${G}_0$ and ${G}_i$ ($i\in \left[1,k\right]$) are calculated using the softmax function:

$$ {W}_{0,i}=\frac{e^{S_{0,i}\times{P}_{0,i}}}{\sum_{j=1}^k{e}^{S_{0,i}\times{P}_{0,j}}} $$

where ${S}_{0,i}$ represents the prior confidence score between ${G}_0$ and ${G}_i$ in user-uploaded interaction data (normalized to $\left[0,1\right]$), which is either obtained from public databases or defined by the user. This score is set to 1 if no confidence scores are provided. ${P}_{0,i}$ represents the probability of correlation between ${G}_0$ and ${G}_i$ (details in Supplementary Method 1 and Supplementary Fig. S1).

### Identification of functional units

In the rewired and weighted MLN, a single gene can act as multiple functional units, either independently or collaborating with partner molecules. For example, ${G}_1$ in Fig. 2a forms three functional units: itself, together with interacting partner ${G}_2$, and together with coregulatory partners ${G}_2$ and ${G}_3$. This is consistent with the combinatorial nature of gene expression regulation. A functional unit consisting of a single gene is referred to as a single-gene functional unit, while a functional unit comprising a gene and its interacting partners is termed a combined functional unit.

From an expression matrix containing $m$ genes and $n$ samples, $m$ single-gene functional units and an unknown number of combined functional units can be derived. Each functional unit is characterized by an $n$-dimensional expression pattern. The expression pattern of a single-gene functional unit can be directly extracted from the expression matrix. The expression pattern of a combined functional unit, in which ${G}_0$ interacts with (${G}_1,\dots, {G}_k$), is calculated as ${\sum}_{i=1}^kW\left({G}_0,{G}_i\right)\times{V}_i$, where $W\left({G}_0,{G}_i\right)$ represents the connection weight between ${G}_0$ and ${G}_i$ (detailed in Prepossessing of Multilayer Networks) and ${V}_i=\left({v}_{i,1},\dots, {v}_{i,n}\right)$ represents the *z*-score normalized expression pattern of ${G}_i$ ($i\in \left[1,k\right]$). The core idea of a combined functional unit is to represent a gene’s expression pattern as a weighted average of the expression patterns of its interacting partners.

### Identification of gene modules

Reference interactions are often not specific to the gene expression data being analyzed, which can result in false-positive functional units. To mitigate this, we utilized a two-level RL algorithm to group functional units into data-driven functional modules. This algorithm employs two controllers: a high-level controller that identifies new modules and a low-level controller that assigns functional units to existing modules (Fig. 2b). Each controller operates within its own MDP, where an agent interacts with the environment in discrete time steps by observing states, taking actions, and receiving rewards.

#### The low-level controller

At each time step, the low-level controller assigns each functional unit to the module with the highest probability of correlation (Fig. 2c). For a single-gene functional unit, the probability of correlation with $M$ is determined as described in Supplementary Method 1. For a combined functional unit $u$ consisting of three genes $\left\{{g}_1,{g}_2,{g}_3\right\}$, where ${g}_1$ is connected to ${g}_2$ and ${g}_3$ with weights ${w}_{1,2}$ and ${w}_{1,3}$, respectively, the probability of correlation between $u$ and $M$ is calculated as ${w}_{1,2}\times P\left({g}_2,M\right)+{w}_{1,3}\times P\left({g}_3,M\right)$, where $P\left(g,M\right)$ represents the probability of correlation between gene $g$ and module $M$. The cumulative probability of assigning all units to the most relevant module is calculated as follows:

$$ CP={\sum}_{i=1}^N\underset{j\in \left[1,k\right]}{\max }P\left({u}_i,{M}_j\right) $$

After assigning all functional units to their most relevant modules, the agent updates the feature vector of each module and proceeds to the next assignment round. A module’s feature vector is calculated as the average expression pattern of the functional units assigned to it. The reward for the $t$-th assignment is calculated as $R\left({s}_t|{s}_{t-1}\right)={CP}_t-{CP}_{t-1}$. When $R\le 0$, the agent reaches a terminal state and returns the optimal $CP$ to the high-level controller, serving as the value function for the high-level controller’s previous action.

#### The high-level controller

Starting with an initial module containing all functional units, the high-level controller alternates between two actions: split the current modules and removing a less reliable module (Fig. 2d).

Given a state ${s}_n$ with $n$ modules, the goal of splitting modules is to determine the optimal way to add a new module to ${s}_n$. Consider a module $M$ as an example. First, the correlation scores between $M$ and its functional units are calculated. For a single-gene functional unit $g$, the correlation score with $M$ is defined as the absolute Pearson correlation coefficient between the expression pattern of $g$ and the feature vector of $M$. For a combined functional unit $u$ consisting of three genes $\left\{{g}_1,{g}_2,{g}_3\right\}$, where ${g}_1$ is connected to ${g}_2$ and ${g}_3$ with weights ${w}_{1,2}$ and ${w}_{1,3}$, respectively, the correlation score between $u$ and $M$ is calculated as ${w}_{1,2}\times \left|r\left({g}_2,M\right)\right|+{w}_{1,3}\times r\left({g}_3,M\right)$, where $r\left(g,M\right)$ represents the Pearson correlation coefficient between the expression pattern of $g$ and the feature vector of $M$. Finally, $M$ is split into two submodules: one containing functional units with correlation scores >0.4 and the other containing functional units with correlation scores <0.4.

Splitting each module of ${s}_n$ creates $n$ temporary states $\left\{{s^1}_{n+1},\dots, {s^n}_{n+1}\right\}$. The reward of each temporary state is calculated by the low-level controller (details in The Low-level Controller section). The best reward is calculated as $R\left({s}_{n+1}|{s}_n\right)=\gamma \times \mathit{\max}\left\{V\left({s}_{n+1}\right)\right\}-V\left({s}_n\right)$, where $V$ represents the value function returned by the low-level controller, $\mathit{\max}\left\{V\left({s}_{n+1}\right)\right\}$ represents the optimal value function for different splits, and $\gamma$ is a discount factor (0.995 by default) to limit overfitting. If $R\left({s}_{n+1}|{s}_n\right)>0$, the agent will update ${s}_n$ to ${s}_{n+1}$ based on the action with the best reward. Otherwise, the agent stops the training process and outputs the current modules.

To remove a module from state ${s}_n$ ($n>1$), the agent removes each module of ${s}_n$ to create $n$ temporary states $\left\{{s^1}_{n-1},\dots, {s^n}_{n-1}\right\}$. The reward of this action is $R\left({s}_{n-1}^{\prime }|{s}_{n-1}\right)=\mathit{\max}\left\{V\left({s}_{n-1}^{\prime}\right)\right\}-V\left({s}_{n-1}\right)$, where $\mathit{\max}\left\{V\left({s}_{n-1}^{\prime}\right)\right\}$ represents the optimal value function for removing different modules, and $V\left({s}_{n-1}\right)$ represents the previous value function of state ${s}_{n-1}$ stored in the system. If the reward is greater than 0, the agent will update ${s}_n$ to the optimal ${s}_{n-1}^{\prime }$ and store the value function of ${s}_{n-1}^{\prime }$ in the system. The removal action continuously optimizes the previous states by backtracking, thereby avoiding local optima.

#### Network construction

After both controllers terminate, each functional unit will be assigned to the module exhibiting the highest correlation probability. This assignment allows for module overlap, as genes can function as distinct functional units, operating autonomously or in conjunction with other genes, and therefore can be assigned to multiple modules. Finally, genes belonging to the same module are interconnected via various interactions extracted from the MLN, forming a biologically relevant multi-interaction network. For genes lacking known interactions within the MLN, coexpression relationships are utilized to establish connections. All gene modules can be assembled into a genome-wide multi-interaction network.

### Network-based survival analysis

By integrating clinical outcomes such as overall survival, MulNet can further identify prognostic regulators and their downstream targets. Due to the generally low expression of regulators, especially miRNAs, most existing tools [16–18] that investigate the correlation between individual gene expression and patient survival (the upper path in Fig. 3) are limited in identifying prognostic regulators.

**Figure 3:**
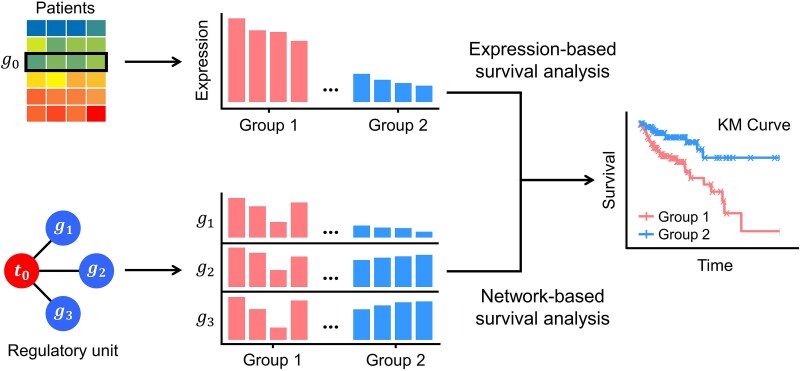
Schematic diagram of two survival analysis methods. Conventional expression-based survival analysis (the upper path) ranks patients based on the expression of _0 and estimates the survival difference between the top- and bottom-ranked patients. Network-based survival analysis (the lower path) ranks patients based on the expression similarity between _1 and its coregulatory partners.

In this study, we addressed this limitation by leveraging the coexpression properties of coregulated genes. Taking the lower path in Fig. 3 as an example, three coregulated genes (${g}_1$, ${g}_2$ and ${g}_3$) exhibited similar expression patterns in patient group 1 when their coregulator ${t}_0$ was functioning well (red bars). When ${t}_0$ lost control of ${g}_1$ in patient group 2, ${g}_1$ lost similarity with the other two genes (blue bars). A significant survival difference between patient groups 1 and 2 indicated that the regulatory relationship between ${t}_0$ and ${g}_1$ is associated with patient survival.

To implement the aforementioned process, we first applied z-score normalization to ensure the same weight of each gene. The normalized expression patterns of gene ${g}_i$ ($i\in \left[1,3\right]$) are denoted as ${V}_i=\left\{{v}_{i,1},\dots, {v}_{i,n}\right\}$. Subsequently, we calculated the expression similarity between ${g}_1$ and its coregulatory partners in each patient as:

$$ {S}_j={\left({v}_{1,j}-{v}_{2,j}\right)}^2+{\left({v}_{1,j}-{v}_{3,j}\right)}^2 $$

Patients were then ranked based on the expression similarity scores ${S}_j$ ($j\in \left[1,n\right]$). The log-rank test was employed to compare survival curves between the top- and bottom-ranked patients.

### User-friendly tool

We developed MulNet, a gene expression analysis tool that integrates multilayer network construction, gene module detection, and prognostic regulator identification. MulNet provides an intuitive user experience with interactive tables, heatmaps, and network diagrams, enabling efficient exploration of gene modules and prognostic networks (Supplementary Fig. S2). MulNet is a platform-independent application implemented in Java. It requires Java 1.5 or later to run and has been tested for compatibility on both Windows and Linux operating systems (see MulNet User Manual for details).

### Limitation of MulNet

MulNet provides an effective multilayer network model for integrating gene expression data with various molecular interactions. However, a notable limitation of this approach is its applicability predominantly to species such as humans and mice, which benefit from extensive reference interaction data. Conversely, MulNet is less effective for analyzing gene expression data from species such as *Escherichia coli* and yeast, where reference interactions are insufficient. We anticipate that this limitation will be mitigated in the future as more molecular interactions are discovered and experimentally validated.

## Results

### Module detection benchmark

To evaluate the effectiveness of MulNet, we benchmarked it against top-performing methods identified in two previous studies [19, 20]. These included eight methods designed for bulk RNA-seq analysis (ICA [21], WGCNA [22], FLAME [23], spectral clustering [24], Dclust [25], spectral biclustering [26], MERLIN [27], and GENIE3 [3]) and six methods tailored for scRNA-seq analysis (SCENIC [6], SCIMITAR [28], NLNET [29], SCODE [30], PIDC [31], and LEAP [32]).

MulNet stands out among these methods by addressing several challenges (Fig. 4a). First, it identifies both positively and negatively correlated genes within the same module, reflecting the inherent duality of positive and negative regulatory relationships within biological systems [33]. Second, it allows for module overlap, consistent with the highly combinatorial nature of gene regulation [34]. Third, it can automatically estimate the optimal number of modules. Finally, it models the regulatory and functional relationships among molecules through multi-interaction networks.

**Figure 4:**
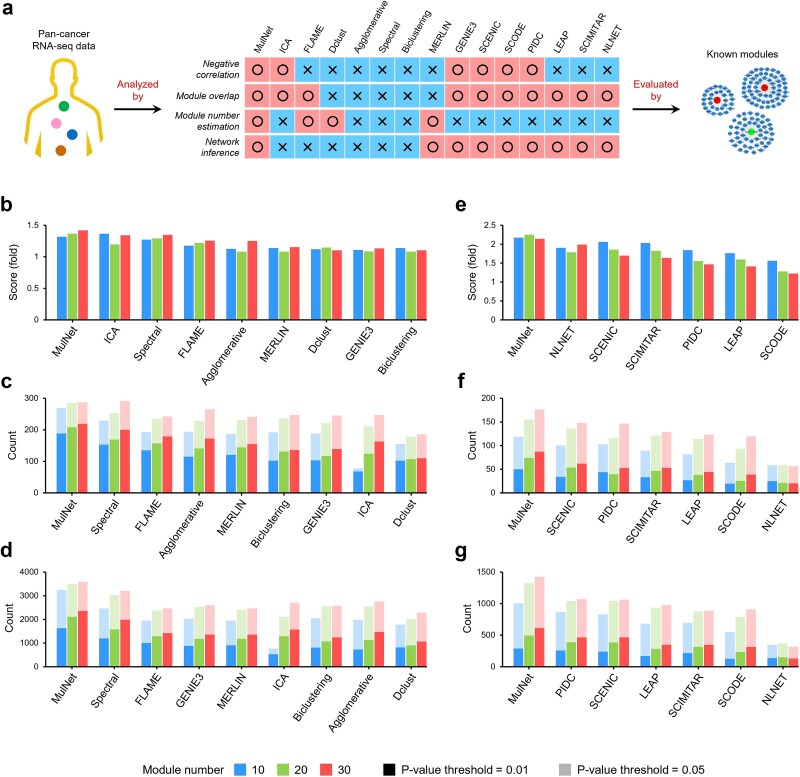
Method evaluation. (a) Overview of the evaluation pipeline. (b–d) Performance metrics comparing MulNet with eight bulk RNA-seq analysis methods using TCGA pan-cancer data. (b) Scores reflecting the agreement between predicted modules and known modules. (c) Number of significantly enriched KEGG pathways at *P*-value thresholds of .01 (dark bars) and .05 (light bars). (d) Number of significantly enriched GO terms. (e–g) Performance metrics comparing MulNet with six scRNA-seq analysis methods on single-cell RNA-seq datasets spanning 10 cancer types. Metrics were averaged across the 10 datasets for a comprehensive assessment.

We applied MulNet and the eight bulk RNA-seq analysis methods to The Cancer Genome Atlas (TCGA) pan-cancer data to identify gene modules (details in Supplementary Methods 2.2). Module quality was assessed by comparing the identified modules against a set of known modules (see Supplementary Methods 2.1). The processed TCGA data and the known modules were created by Saelens *et al*. [19] and are publicly available on Zenodo (https://zenodo.org/records/1157938). The results demonstrated that MulNet outperformed all tested methods in retrieving biologically relevant modules (Fig. 4b). Furthermore, MulNet identified the highest number of enriched KEGG pathways and Gene Ontology (GO) terms, as shown in Fig. 4c and d.

The second benchmark study utilized human scRNA-seq datasets spanning 10 cancer types: breast, head and neck, prostate, colorectal, liver, pancreatic, lung, hematologic, kidney, and ovarian cancers. The preprocessed datasets were sourced from the Curated Cancer Cell Atlas (www.weizmann.ac.il/sites/3CA/) [35]. For each dataset, we constructed a malignant cell-specific expression matrix and applied MulNet alongside six other scRNA-seq analysis methods to identify gene modules. Detailed descriptions of the data processing and module detection steps are provided in Supplementary Methods 2.3.

The resulting gene modules were evaluated against known cancer modules identified by Gavish *et al*. [35], comprising 148 gene sets that are coordinately upregulated in cell subpopulations across 24 tumor types (available in MSigDB). Metrics were averaged across the 10 datasets for a comprehensive assessment. The results demonstrated that MulNet consistently outperformed other methods in identifying known modules and in KEGG and GO enrichment analyses (Fig. 4e–g). Overall, MulNet demonstrates superior performance in uncovering coregulated and functionally related genes from both bulk and single-cell RNA-seq data.

### Reconstructing intracellular signaling networks

To assess MulNet’s ability to extract biological insights from bulk gene expression data, we applied it to TCGA RNA-seq data from stage I to IV colon adenocarcinoma (COAD) patients (details in Supplementary Methods 3). This analysis yielded four stage-specific MLNs, each incorporating three types of intracellular interactions: PPIs, TF–DNA interactions, and miRNA–mRNA interactions (Fig. 5a). Two-level RL performed on these MLNs identified 27, 21, 25, and 32 gene modules for stage I–IV COAD, respectively (Supplementary Table S1). KEGG enrichment analysis revealed 201, 210, 240, and 221 significantly enriched pathways in these modules (Supplementary Table S2), with 147 pathways shared across all four COAD stages (Fig. 5b). These pathways encompass four well-established functional groups in cancer (Fig. 5c): cell proliferation, immune system, signal transduction, and cancer pathways.

**Figure 5:**
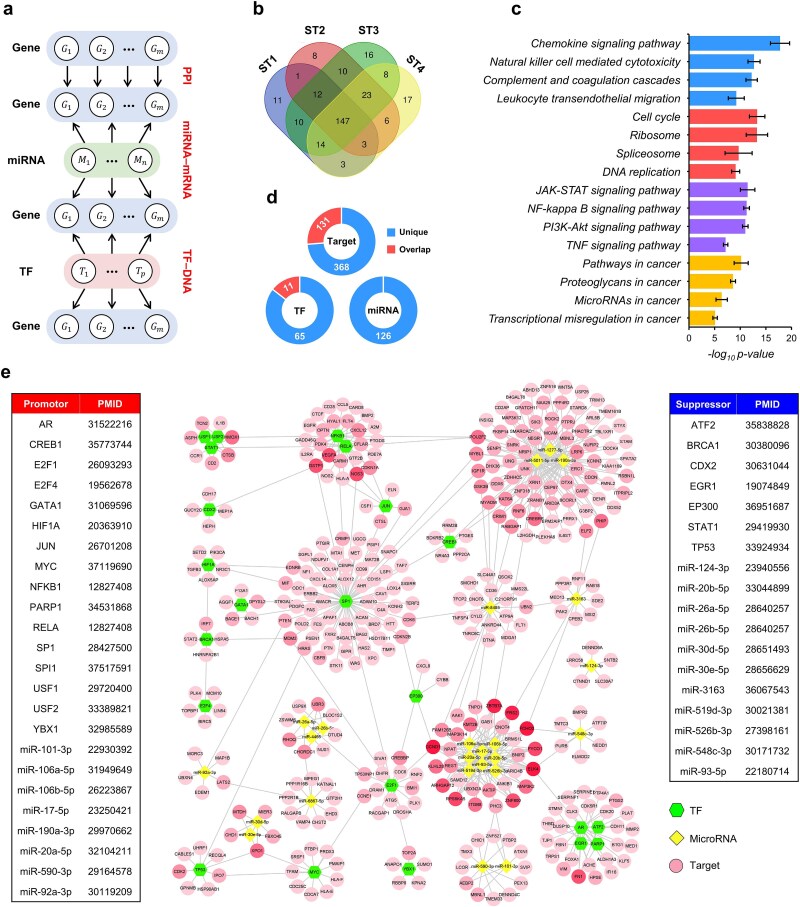
Case study of COAD. (a) Schematic of the COAD multilayer network, incorporating four gene layers and two functional layers. (b) Venn diagram of KEGG pathways identified in stage I–IV COAD. (c) Representative pathways shared across the four COAD stages. The bar graph shows the mean ± SD of the negative log10 of hypergeometric test *P*-values for different COAD stages. (d) The number of TFs, miRNAs, and target genes identified by network-based survival analysis. The “overlap” part represents elements whose individual expression levels are significantly correlated with overall survival. (e) COAD survival network in which each TF and miRNA regulates at least five survival genes. Boxes highlight regulators reported to promote or inhibit COAD, together with their PMIDs in PubMed.

We constructed a “consensus network” by integrating the gene modules identified across stage I–IV COAD (Supplementary Table S3). In this network, nodes are connected only if they consistently participate in the same module across all four stages. Network-based survival analysis of the consensus network revealed 76 TFs, 126 miRNAs, and 499 target genes associated with overall survival in COAD patients (Supplementary Table S4). Remarkably, 74% of these target genes, 85% of the TFs, and all the miRNAs evaded detection by conventional expression-based survival analysis (Fig. 5d), highlighting the limitations of solely depending on expression levels to uncover prognostic biomarkers. This is likely due to the generally low expression of regulators, especially miRNAs, and the potential for post-translational modifications and protein structure to influence binding affinity independently of expression levels.

Figure 5e depicts 23 TFs and 24 miRNAs that regulate at least five survival genes. Evidence from existing studies suggests that all these TFs and 19 miRNAs have well-established roles in colorectal cancer, including 24 markers of poor prognosis and 18 tumor suppressors (boxes in Fig. 5e). These results highlight the promising potential of network-based survival analysis for advancing cancer research. Among the five unreported miRNAs, we selected miR-8485, which independently regulates the largest number of survival genes, for further investigation.

### The role of miR-8485 in colon adenocarcinoma

We overexpressed miR-8485 in the HCT116 COAD cell line by transfecting miR-8485 mimics (details are provided in Supplementary Methods 5). CCK-8 assays (Fig. 6a) revealed that miR-8485 significantly inhibited the proliferation of HCT116 cells at 24, 48, and 72 h after transfection. Transwell migration assays (Fig. 6b and c) revealed that compared with control transfection, miR-8485 transfection significantly inhibited the migration ability of HCT116 cells. Additionally, we injected HCT116 COAD cells transfected with control or miR-8485 into nude mice (see Supplementary Methods 6 for details). The miR-8485-transfected group exhibited a dramatic decrease in tumor volume (Supplementary Fig. S3), indicating that miR-8485 significantly decreased the subcutaneous tumor formation rate (66% versus 100%) and tumor growth rate.

**Figure 6:**
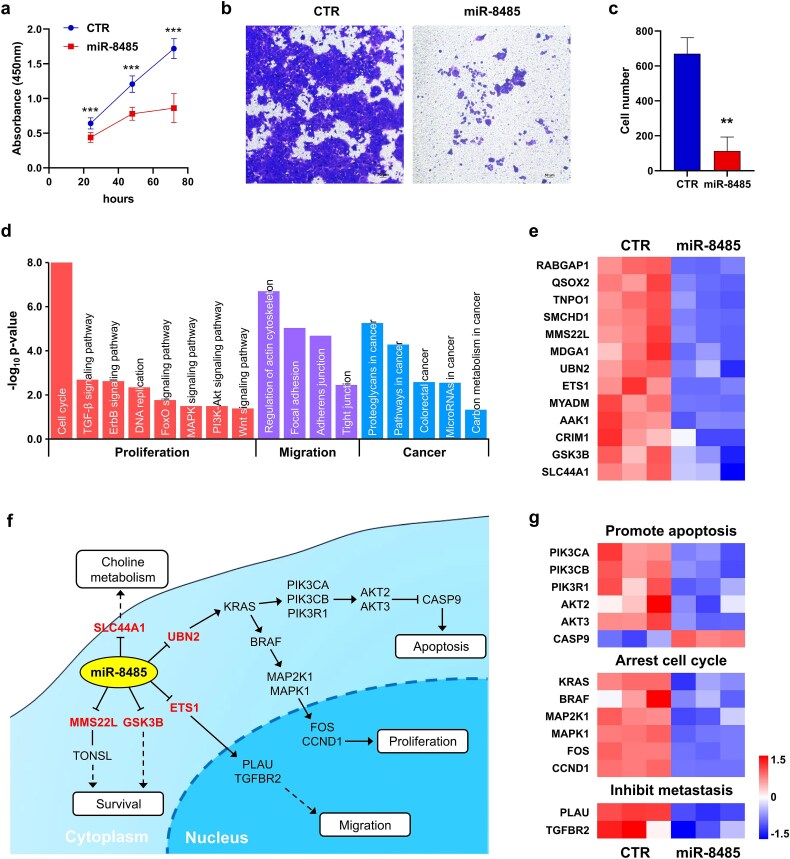
Role of miR-8485 in the HCT116 cell line. (a) Proliferation of HCT116 cells transfected with control (CTR) or miR-8485 mimics, as determined by CCK-8 assay. (b) Cell migration ability of the miR-8485 and CTR groups determined by transwell assays. (c) Statistical analysis of the number of migrated cells. (d) Representative pathways enriched in the genes downregulated in miR-8485-transfected HCT116 cells compared to CTR cells. (e) Heatmap of seven target genes of miR-8485 that were significantly downregulated upon miR-8485 overexpression. (f) Three pathways associated with the inhibitory effects of miR-8485 on COAD cells. (g) Heatmaps of some key genes within the three pathways.

We further analyzed the whole transcriptome of miR-8485-transfected COAD cells to investigate the inhibitory mechanisms (details in Supplementary Methods 5.5). 

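The transcriptome data came from HCT116 cells, a human colorectal carcinoma cell line, with 3 RNA-seq libraries of control-transfected cells (CTR) and 3 of cells transfected with 50 nM miR-8485 mimics and collected after 48 h. A mimic is a short synthetic RNA with the sequence of the mature miRNA. The paper's text gives neither the sequence nor the dose of the control transfection. The authors trimmed the reads with fastp, mapped them to hg38 with HISAT2, counted fragments per gene with featureCounts and deposited FPKM values, which divide each count by gene length and library total. The table listed 58735 genes, of which 19951 were protein-coding, and 26967 genes were at 0 in every library. In each library, 100% of the values above 0 equaled a whole number of fragments once gene length and library total were divided out, which gives the depth. The fragments on listed genes numbered 17473874, 17848135 and 17888110 in CTR replicates 1 to 3, and 17774334, 17710376 and 18480047 in miR-8485 replicates 1 to 3. The chi-square per gene between the fragments of a pair of libraries, which lies near 1 under sampling noise alone, was 2.84 to 11.8 for the 6 pairs within a group and 69.8 to 80.5 for the 9 pairs between groups, so all 6 libraries were counted separately. The first principal component held 62.7% of the variance and separated the groups. MIR8485, the gene of the transfected miRNA, was listed at 0 in all 6 libraries, so these libraries do not measure the mimic itself. For the comparisons, log2(FPKM + 0.1) was tested with limma for the 12349 genes with a mean FPKM of at least 1 over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of low genes. FPKM is relative to each library's total, so a change of total RNA per cell is not visible in it.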

Differential expression analysis revealed 3810 upregulated and 4125 downregulated genes in miR-8485-transfected HCT116 COAD cells compared to the control group (Supplementary Fig. S4 and Supplementary Table S5). 

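In limma with Benjamini-Hochberg adjustment, 3593 genes were upregulated and 3769 downregulated in the miR-8485 libraries at an adjusted p under 0.05, together 59.6% of the tested genes. Most changes were moderate. The median absolute log2 fold change of these genes was 0.50, against a median standard error of 0.08 over all tested genes, and 442 upregulated and 554 downregulated genes changed by at least 1 on the log2 scale. The 3 miR-8485 libraries lay entirely above or below the 3 CTR libraries for 8210 genes, or 66.5% of those tested, where chance gives 10%. Among the other filters and scalings, testing only the 6878 genes with a mean FPKM of at least 5 lowered the counts most, to 2303 upregulated and 2417 downregulated genes. The balance of directions depended on the scaling. Rescaling to TPM divides by the summed FPKM of each library, which had a mean of 332641 in CTR and 360340 in miR-8485. It therefore lowered the genes of the miR-8485 libraries together and moved the median log2 fold change of all tested genes from -0.0041 to -0.12. It gave 2613 upregulated and 4725 downregulated genes, so that 35.6% of the changed genes were upregulated, against 48.8% with the FPKM as deposited. Fold changes are given on the scale of the FPKM as deposited.
Among protein-coding genes whose 2 groups of libraries did not overlap, RAB7A on chromosome 3 (128726122 to 128814796) had the largest fall, from 114 ± 6.14 FPKM (SD, n = 3) in CTR to 8.57 ± 1.14 FPKM (SD, n = 3) in miR-8485, a log2 fold change of -3.72 (standard error 0.09, adjusted p = 8.7e-07 from limma with Benjamini-Hochberg adjustment). ORM2 followed with -3.54 (standard error 0.56), but this value rests on 23 to 37 fragments per CTR library and at most 4 per miR-8485 library, and ORM2 has a near-identical paralog with which the counting could have split fragments. SLC25A6, in a region shared by the X and Y chromosomes, fell from 301 to 26.7 FPKM, a log2 fold change of -3.50. GSN and SPARC fell by 3.35 and 3.30 on the log2 scale. The largest rises were those of CTF1 with a log2 fold change of 2.56, PRR15L with 2.36, KRTAP3-1 with 2.32, BDH2 with 2.28 and KLF15 with 2.23. CTF1, PRR15L and KLF15 were below 1 FPKM in CTR, and the adjusted p of the 5 genes lay between 6.8e-06 and 1.4e-04 in the same limma test.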

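KEGG membership tables were not used here, so 9 gene families named after KEGG pathways that the paper reports were defined by gene symbol. Each was tested for an excess of upregulated and of downregulated genes with a one-sided hypergeometric test among the 12349 tested genes, with Benjamini-Hochberg adjustment over the 18 tests. Upregulated genes made up 29.1% of all tested genes and downregulated genes 30.5%. Of the 81 ribosomal protein genes (Ribosome), 75 were upregulated, or 92.6% (adjusted p = 2.8e-32), with the limit that many of these genes have near-identical pseudogenes that could take part of their fragments. Of the 81 genes of Oxidative phosphorylation, 45 were upregulated (adjusted p = 2.5e-06), with a median log2 fold change of 0.20. This family depended on scaling and length, with 26 genes after rescaling to TPM (median 0.088, adjusted p = 0.0362) and 35 with the gene length trend removed (median 0.12, adjusted p = 0.0126), against an SD of 0.11 between the medians of the CTR libraries. Aminoacyl-tRNA biosynthesis, with 16 of 36 genes upregulated, and Peroxisome, with 8 of 16, were not past the threshold (adjusted p = 0.0807 and 0.126). In the other direction, 34 of 41 genes of the Cell cycle family were downregulated (adjusted p = 4.8e-11), as were 29 of 41 genes of Protein processing in endoplasmic reticulum (adjusted p = 7.8e-07), 22 of 30 of Focal adhesion (adjusted p = 6.0e-06), 25 of 40 of Proteasome (adjusted p = 8.6e-05) and 18 of 30 of DNA replication (adjusted p = 0.0020). Upregulated families numbered 4, with Aminoacyl-tRNA biosynthesis and Peroxisome included, both in the test of all 31768 genes above 0 and in voom on genes with at least 10 fragments. In the test of all 31768 genes, Aminoacyl-tRNA biosynthesis was past the threshold among downregulated genes as well, with 11 of 37 genes (adjusted p = 0.0036). In that test, upregulated genes made up only 10.8% of all genes and downregulated genes 11.3%. The upregulated members were 16 of 37 for Aminoacyl-tRNA biosynthesis and 7 of 17 for Peroxisome. The lower share among all genes, and not more called members, brought these families past the threshold there. In camera, a set test with a preset inter-gene correlation of 0.01, the same 7 families were past the threshold. All 7 also held under fry, which called Peroxisome as well. With the correlation estimated from the data, only Cell cycle and Protein processing in endoplasmic reticulum held (adjusted p = 0.0209 for both).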

Enrichment analysis revealed 12 KEGG pathways significantly enriched in the upregulated genes and 62 significantly enriched in the downregulated genes (Supplementary Fig. S5 and Supplementary Table S6). We found that the downregulated pathways were closely associated with cell proliferation, cell migration, and cancer progression (Fig. 6d), demonstrating that miR-8485 plays a tumor suppressor role in COAD.

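The size of the fall differed between the families of downregulated genes. The median log2 fold change was -0.67 for the 41 Cell cycle genes, of which 35 were below 0. Per library, the median of this family relative to the mean of the CTR libraries lay between -0.74 and -0.61 in the 3 miR-8485 libraries and between -0.0049 and 0.011 in the 3 CTR libraries. The median was -0.43 for Focal adhesion with 25 of 30 genes below 0, -0.34 for Protein processing in endoplasmic reticulum with 36 of 41, -0.27 for DNA replication with 25 of 30 and -0.24 for Proteasome with 33 of 40. For each of these 5 families, the ranges of the library medians did not overlap between the groups. None of the 5 medians changed sign under the other pseudocounts, filters, scalings and tests that were run or with any library left out. From the association of the downregulated pathways with cell proliferation, cell migration and cancer progression, the paper concludes that miR-8485 has a tumor suppressor role in COAD.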

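The survival network in Supplementary Table S4 holds 907 regulator-target pairs between 202 regulators, of which 126 are miRNAs and 76 transcription factors, and 499 target genes. The network was built from tumor data and reference interactions, and not from the HCT116 libraries. It pairs miR-8485 with 26 targets, all of which were listed with FPKM values. Of these, 18 reached a mean FPKM of at least 1 over the 6 libraries, from 1.31 for MMS22L to 16.6 for MYADM. The other 8 lay below this level. UBN2, FAM126B, DTNA, TNFSF4, ANKRD44 and MDGA1 had mean FPKM values of 0.988, 0.953, 0.461, 0.305, 0.212 and 0.207. CD36 had at most 3 fragments in any miR-8485 library, and FLT1 had at most 2 fragments in any library, too few for a fold change. In the longest annotated 3′ UTR of 24 of the 26 targets there were 5 to 24 overlapping copies of TGTGTGT, the sequence that pairs with bases 2 to 8 of the mimic, while those of FLT1 and SMCHD1 held none. The longest annotated 3′ UTR need not be that of the usual mRNA. In the transcripts that GENCODE tags as canonical, the 3′ UTR held 16 copies in FLT1 and 7 in SMCHD1, and 5 to 24 in all 26 targets. The paper took its miRNA-target pairs from miRTarBase. Whether seed matches entered the choice of these pairs was not examined, so the copies are no independent evidence of targeting.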

To elucidate the pathways directly influenced by miR-8485 transfection, we analyzed the expression of 26 miR-8485 target genes in the COAD survival network. 

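Of the 18 target genes of miR-8485 that were tested, 11 were downregulated, 1 was upregulated and 6 were neither in limma with Benjamini-Hochberg adjustment over all tested genes. Adjusted over the list alone, the counts were also 11 and 1. MYADM fell most, from 25.7 ± 2.50 FPKM (SD, n = 3) in CTR to 7.37 ± 0.196 FPKM (SD, n = 3) in miR-8485, a log2 fold change of -1.79 (standard error 0.07, adjusted p = 3.3e-06 in limma). SMCHD1 fell by 0.99 on the log2 scale (adjusted p = 2.7e-05), RABGAP1 by 0.98, AAK1 by 0.64, CRIM1 by 0.46, QSOX2 by 0.42 and TNPO1 by 0.36, each with no overlap between the 2 groups of libraries. The remaining downregulated genes were ETS1, MMS22L, GSK3B and SLC44A1. CDK6 was upregulated with a log2 fold change of 0.27 (standard error 0.08, adjusted p = 0.0192 in limma). Without CTR replicate 1 it had 0.22 (adjusted p = 0.0527) and without miR-8485 replicate 2 it had 0.21 (adjusted p = 0.0631), and over all alternatives its adjusted p ranged from 0.0018 to 0.109. TNRC6C, CNOT6, C21orf91, TFCP2, CYLD and ATP9A had log2 fold changes between -0.15 and 0.13. CNOT6 was past the threshold without CTR replicate 1 (log2 fold change -0.15, adjusted p = 0.0388), with an adjusted p between 0.0172 and 0.825 over its alternatives. Among the targets below 1 FPKM, fitted together with all 31768 genes above 0, MDGA1 had a log2 fold change of -1.49 (adjusted p = 0.0204), from at least 69 fragments per CTR library to at most 25 per miR-8485 library. This call was lost without miR-8485 replicate 1 (adjusted p = 0.0578) or replicate 3 (adjusted p = 0.0567), in a range of 4.6e-07 to 0.0578 over its alternatives. Among the other filters and scalings, the number of downregulated targets moved most under the filter on a mean FPKM of at least 5, which left 7 targets to test and 5 downregulated.

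**Figure D1:**
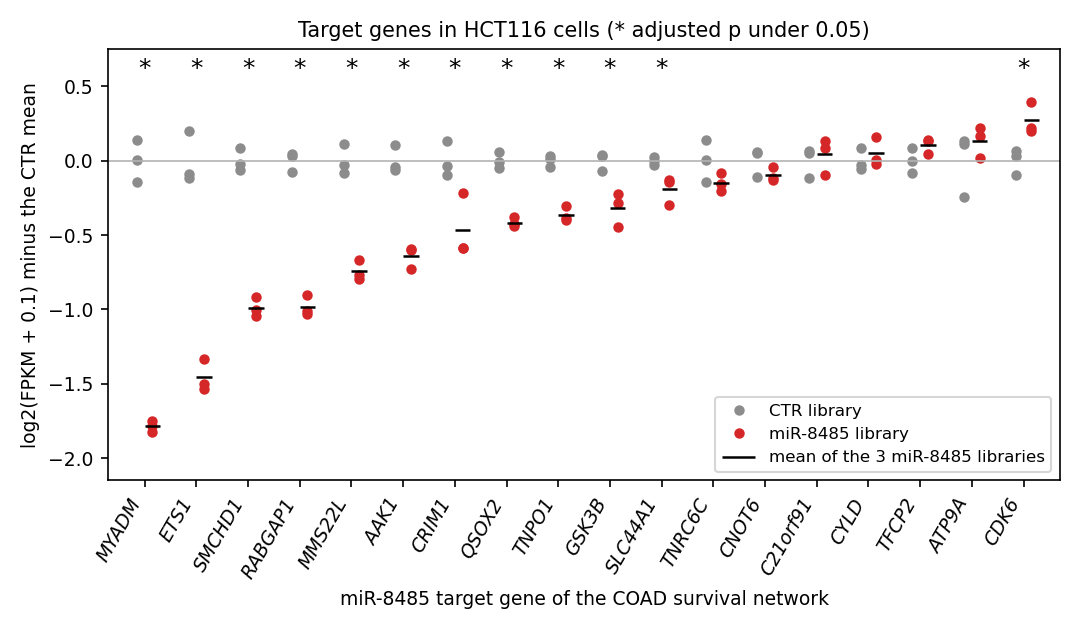
Expression of the 18 tested target genes of miR-8485 in each library, as log2(FPKM + 0.1) minus the mean of the CTR libraries. Grey points are the 3 CTR libraries, red points the 3 miR-8485 libraries, black bars the mean of 3 and asterisks an adjusted p under 0.05; the points of MYADM lie farthest below 0, with a mean of -1.79, and CDK6 is the asterisked gene above 0, with 0.27.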

RNA-seq analysis revealed that miR-8485 transfection resulted in significant downregulation of 13 target genes (Fig. 6e and Supplementary Table S7). Five of these genes have well-established roles in COAD development and progression (Fig. 6f). 

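The 5 target genes drawn in Fig. 6f are UBN2, ETS1, MMS22L, GSK3B and SLC44A1. A miRNA mainly recognizes mRNAs through its seed, bases 2 to 8, which in the mimic are ACACACA and pair with TGTGTGT. In the GENCODE release 44 annotation of GRCh38, the longest 3′ UTR of UBN2 lies on the plus strand of chromosome 7 from 139297834 to 139308236 and its 10403 bases hold 19 overlapping copies of TGTGTGT. The longest 3′ UTR of ETS1, on the minus strand of chromosome 11 from 128458761 to 128462363, has 24 copies in 3603 bases. That of MMS22L, on the minus strand of chromosome 6 from 97142161 to 97146808, has 21 copies in 4648 bases. The 5470 bases of the GSK3B 3′ UTR on the minus strand of chromosome 3 from 119821321 to 119826790 hold 13 copies, and the 8293 bases of the SLC44A1 3′ UTR on the plus strand of chromosome 9 from 105389054 to 105397346 hold 20. Most copies overlap within runs of alternating T and G, the longest of which measures 45 bases in ETS1, 42 in MMS22L, 34 in UBN2 and 23 in both GSK3B and SLC44A1. For UBN2, GSK3B and SLC44A1 the longest 3′ UTR is that of the transcript tagged as canonical. The canonical 3′ UTRs of ETS1, with 3599 bases, and of MMS22L, with 4648, hold 24 and 21 copies as well. The file places the end of SLC44A1 at 105439171, past the end of this 3′ UTR. Which 3′ UTRs the HCT116 cells use was not measured.

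**Figure D2:**
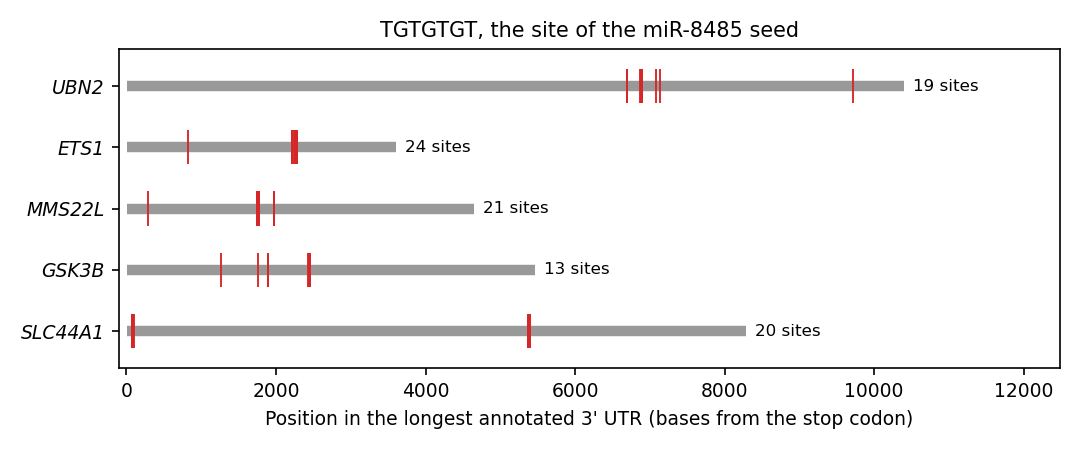
Positions of TGTGTGT in the longest annotated 3′ UTR of UBN2, ETS1, MMS22L, GSK3B and SLC44A1, with the distance from the stop codon in bases on the horizontal axis. Each bar is a 3′ UTR drawn to scale and each tick a copy, with overlapping copies merged into thicker ticks; the copies of UBN2 begin at base 6697 of 10403 bases.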

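UBN2, on chromosome 7 of hg38 from 139230356 to 139308236, was expressed at 1.13 ± 0.0376 FPKM (SD, n = 3) in CTR and 0.844 ± 0.0753 FPKM (SD, n = 3) in miR-8485. These values correspond to 340, 343 and 323 fragments in the CTR libraries and 225, 271 and 266 in the miR-8485 libraries, so every miR-8485 library was below every CTR library. Its mean over the 6 libraries was below 1 FPKM, and it was therefore fitted with all genes above 0. In that fit, the log2 fold change was -0.39 with a standard error of 0.15, and the gene was not past the threshold (adjusted p = 0.136 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change stayed between -0.44 and -0.33. The adjusted p ranged from 0.0011 to 0.395 over the alternatives and was under 0.05 in limma without the variance trend (0.0432) and in voom, limma's test for counts, on the recovered fragments of the genes above 0 (0.0055) and of the 21396 genes with at least 10 fragments (0.0011).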

First, miR-8485-mediated downregulation of UBN2 inhibits cell proliferation via the RAS/MAPK pathway [36] and induces apoptosis through the RAS/PI3K/AKT pathway [37]. 

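ETS1, on the minus strand of chromosome 11 of hg38 from 128458761 to 128587558, fell from 2.16 ± 0.285 FPKM (SD, n = 3) in CTR to 0.722 ± 0.0635 FPKM (SD, n = 3) in miR-8485, that is from 321, 256 and 261 fragments to 102, 90 and 92. The log2 fold change was -1.46 (standard error 0.16, adjusted p = 2.2e-04 from limma with Benjamini-Hochberg adjustment) and stayed between -1.52 and -1.35 with each library left out in turn. PLAU, which encodes the urokinase-type plasminogen activator and lies on chromosome 10 from 73909177 to 73917497, fell from 5.62 ± 0.113 FPKM (SD, n = 3) to 2.26 ± 0.157 FPKM (SD, n = 3), a log2 fold change of -1.28 (standard error 0.07, adjusted p = 1.1e-05 in limma). TGFBR2, a receptor of transforming growth factor beta on chromosome 3 from 30606502 to 30694142, had 10.0 ± 0.997 FPKM (SD, n = 3) in CTR and 8.51 ± 0.773 FPKM (SD, n = 3) in miR-8485. Its 2 groups of libraries overlapped, and the log2 fold change of -0.24 (standard error 0.09) was not past the threshold (adjusted p = 0.0611 in limma). It was past the threshold without CTR replicate 1 (log2 fold change -0.32, adjusted p = 0.0147) and without miR-8485 replicate 3 (log2 fold change -0.31, adjusted p = 0.033), and its adjusted p ranged from 0.0144 to 0.177 over the alternatives.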

Second, miR-8485 suppresses COAD metastasis by targeting ETS1 [38], a TF that activates the expression of several extracellular matrix remodeling genes, such as TGFBR2 [39] and PLAU [40]. 

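MMS22L and TONSL encode the subunits of a complex that acts at damaged replication forks. MMS22L, on the minus strand of chromosome 6 of hg38 from 97142161 to 97283217, fell from 1.67 ± 0.125 FPKM (SD, n = 3) in CTR to 0.956 ± 0.0491 FPKM (SD, n = 3) in miR-8485. The log2 fold change was -0.74 (standard error 0.15, adjusted p = 0.0034 from limma with Benjamini-Hochberg adjustment) and lay between -0.78 and -0.69 with each library left out in turn. TONSL, on the minus strand of chromosome 8 from 144428775 to 144444444, had a higher level than MMS22L and fell from 19.5 ± 0.337 FPKM (SD, n = 3) to 14.9 ± 0.617 FPKM (SD, n = 3), a log2 fold change of -0.39 (standard error 0.05, adjusted p = 3.4e-04 in limma). TONSL is not among the miR-8485 targets of the survival network, and its longest annotated 3′ UTR holds 0 copies of the site of the mimic. GSK3B, a serine/threonine kinase gene on the minus strand of chromosome 3 from 119821323 to 120094417, fell from 7.49 ± 0.316 FPKM (SD, n = 3) to 6.00 ± 0.483 FPKM (SD, n = 3). Its log2 fold change of -0.32 (standard error 0.07, adjusted p = 0.0071 in limma) stayed between -0.36 and -0.25 with each library left out. For MMS22L, TONSL and GSK3B, each miR-8485 library was below each CTR library.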

Third, the MMS22L-TONSL complex and GSK3B, which are downregulated by miR-8485, play crucial roles in maintaining COAD cell survival [41]. Finally, miR-8485 downregulates SLC44A1, a key choline transporter, inhibiting tumor progression by reducing choline uptake [42]. 

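SLC44A1, on chromosome 9 of hg38 from 105244622 to 105439171, had 5.92 ± 0.106 FPKM (SD, n = 3) in CTR and 5.17 ± 0.338 FPKM (SD, n = 3) in miR-8485, with no overlap between the libraries. The log2 fold change was -0.19 (standard error 0.06, adjusted p = 0.0352 from limma with Benjamini-Hochberg adjustment), the smallest fall among the downregulated targets. The difference was close to the threshold. Leaving out CTR replicate 1, 2 or 3 gave adjusted p-values of 0.0525, 0.095 and 0.0796, and leaving out miR-8485 replicate 1 or 2 gave 0.0997 and 0.051. With the trend against gene length removed from each library, the log2 fold change was -0.05 (adjusted p = 0.451). Of the 19 alternatives, 10 had an adjusted p under 0.05, and the range over all of them was 0.0087 to 0.451.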

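The key genes of Fig. 6g together with TONSL make 15 genes, of which 13 were tested and 11 changed past the threshold in the direction drawn. All 15 had a fold change of the drawn sign. CCND1, on chromosome 11 of hg38 from 69641087 to 69654474, encodes cyclin D1 and changed most, from 216 ± 7.21 FPKM (SD, n = 3) in CTR to 23.7 ± 1.69 FPKM (SD, n = 3) in miR-8485, a log2 fold change of -3.18 (standard error 0.06, adjusted p = 4.1e-07 from limma with Benjamini-Hochberg adjustment). FOS fell by 1.12 on the log2 scale, PIK3CB by 0.74, PIK3CA by 0.51 and MAP2K1 by 0.26, with adjusted p-values between 3.9e-05 and 0.0057 in limma. CASP9, the gene drawn as higher, rose from 2.40 ± 0.144 FPKM (SD, n = 3) to 3.32 ± 0.0799 FPKM (SD, n = 3), a log2 fold change of 0.45 (adjusted p = 0.0019 in limma). PIK3R1 had a log2 fold change of -0.44 (adjusted p = 0.0236 in limma). It was not past the threshold without CTR replicate 2 (adjusted p = 0.0775) or 3 (0.0742) or without miR-8485 replicate 2 (0.0601) or 3 (0.0637). In all, it was called in 11 of its 18 alternatives, with an adjusted p of 5.0e-04 to 0.0775. AKT2 was not past the threshold, with a log2 fold change of -0.15 (adjusted p = 0.092 in limma), and with the gene length trend removed its log2 fold change was 0.012. BRAF had a mean FPKM of 0.945 and was fitted with all genes above 0, where its log2 fold change was -0.32 (adjusted p = 0.264 in limma). Counting the genes called as drawn, the filter on a mean FPKM of at least 5 moved the result most among the filters and scalings, to 7 genes, and rescaling to TPM gave 13. Voom on genes with at least 10 fragments, chosen after seeing the data, gave all 15.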

RNA-seq analysis revealed that the expression of key genes involved in the aforementioned pathways was significantly altered in the predicted directions following miR-8485 overexpression (Fig. 6g and Supplementary Table S8). These findings confirm the functional presence of these pathways in miR-8485-mediated COAD suppression.

In conclusion, miR-8485-mediated downregulation of UBN2, ETS1, MMS22L, GSK3B, and SLC44A1 inhibits tumor progression through mechanisms involving cell cycle arrest, metastasis inhibition, apoptosis induction, and choline metabolism. Further preclinical and clinical studies are warranted to substantiate these findings and pave the way for the development of miR-8485-based therapeutic strategies for COAD.

### Reconstructing intercellular communication based on single-cell data

In the second case study, we applied MulNet to single-cell RNA-seq data from head and neck squamous cell carcinoma (HNSCC) tumors [43] to reconstruct fibroblast–malignant cell crosstalk. First, leveraging cell-specific gene expression data, we constructed two distinct molecular networks, a TF–target network for cancer-associated fibroblasts (CAFs) and a multi-interaction network for tumor cells, incorporating both ligand–TF interactions and TF–target interactions (details in Supplementary Methods 4). Subsequently, we assembled these two networks into a comprehensive CAF–tumor cell crosstalk network (Fig. 7a). This network reveals how TFs within CAFs regulate the expression of ligand molecules that, upon secretion, bind to receptors on tumor cells and trigger downstream transcriptional responses.

**Figure 7:**
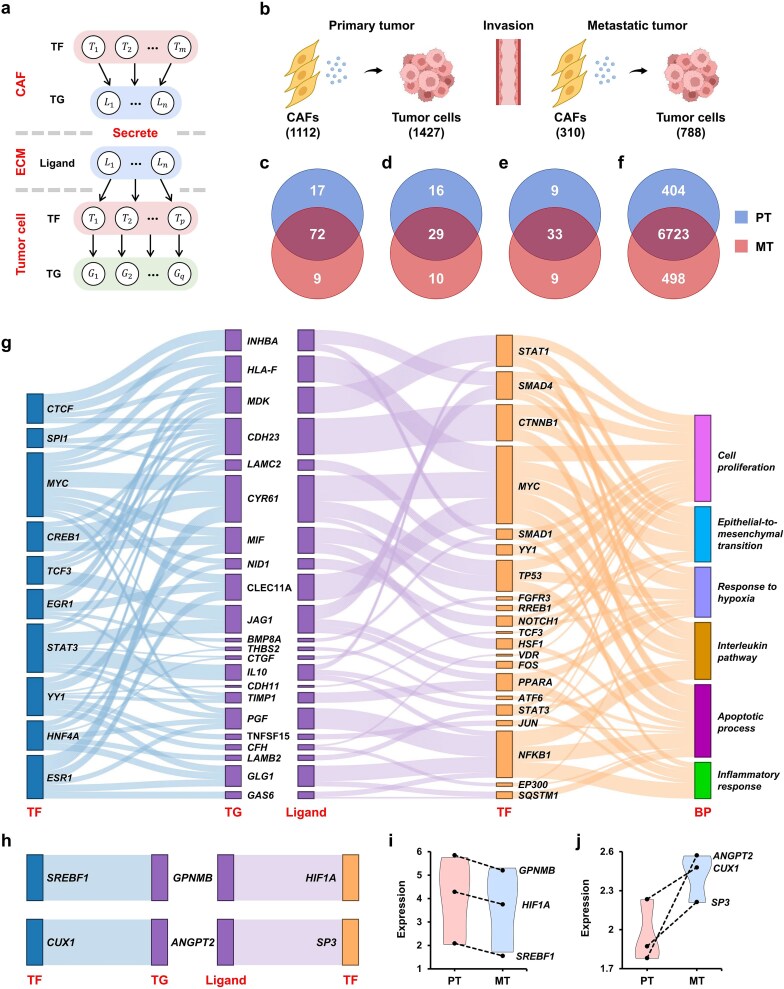
Case study of HNSCC. (a) Schematic of the fibroblast-tumor cell crosstalk network. (b) The numbers of CAFs and tumor cells in primary and metastatic tumors, respectively. (c–f) Venn diagrams of CAF TFs, secreted ligands, tumor cell TFs, and tumor cell target genes identified in primary and metastatic tumors. (g) Sankey diagram of CAF TFs, secreted ligands, and tumor cell TFs shared by primary and metastatic tumors. The rightmost layer displays biological processes enriched in the tumor cell TFs. Representative biological processes enriched in tumor cell TFs are shown on the right. (h) Sankey diagram of CAF TFs, secreted ligands, and tumor cell TFs unique to primary (upper path) and metastatic (lower path) tumors. (i) SREBF1 and GPNMB expression in primary and metastatic tumor fibroblasts and HIF1A expression in primary and metastatic tumor cells. (j) CUX1 and ANGPT2 expression in primary and metastatic tumor fibroblasts and SP3 expression in primary and metastatic tumor cells.

We separately analyzed primary and metastatic HNSCC tumors (Fig. 7b), reconstructing the CAF-tumor cell network for each (Supplementary Tables S9 and S10). Comparison of the primary and metastatic networks revealed shared TFs and ligand molecules between primary and metastatic tumors, including 72 CAF TFs (Fig. 7c), 29 secreted ligands (Fig. 7d), 33 tumor cell TFs (Fig. 6e), and 6723 tumor cell target genes (Fig. 7f). Fig. 7g depicts a subnetwork of these shared elements, where 10 CAF TFs (blue bars, each regulating at least five shared ligands) regulate the expression of 22 ligands (purple bars) and further affect 31 TFs in tumor cells (orange bars). Evidence from existing studies suggests that all these TFs and ligands have well-established roles in HNSCC or other cancers (details in Supplementary Table S11). Additionally, GO enrichment analysis of tumor cell TFs revealed their involvement in several cancer-related biological processes, including cell proliferation, epithelial-to-mesenchymal transition, response to hypoxia, interleukin pathway, apoptotic process, and inflammatory response (Fig. 7g and Supplementary Table S12). In summary, the signaling network shared by primary and metastatic tumors reveals several critical functions of fibroblasts in shaping tumor cell behavior [44].

Analysis of TFs and ligands unique to primary and metastatic tumors (Fig. 7c–e) revealed distinct signaling pathways active in each tumor type. The primary pathway comprises the CAF TF SREBF1, transmembrane glycoprotein NMB (GPNMB), and the tumor cell TF HIF1A (the upper path in Fig. 7h). Previous studies have proven that SREBF1, GPNMB, and HIF1A can promote primary tumor growth in a variety of cancers [45–47]. The metastatic pathway comprises the CAF TF CUX1, angiopoietin 2 (ANGPT2), and the tumor cell TF SP3 (the lower path in Fig. 7h). Both CUX1 and SP3 are key regulators of tumor aggressiveness [48, 49]. Additionally, ANGPT2 can regulate lymphatic vessel development [50], suggesting its crucial role in lymph node metastatic tumors.

Subsequently, we performed differential expression analysis on the aforementioned genes using single-cell RNA-seq data from Puram *et al*. This analysis revealed that SREBF1 and GPNMB were downregulated in metastatic tumor fibroblasts compared to their primary tumor counterparts, and HIF1A was downregulated in metastatic tumor cells compared to primary tumor cells (Fig. 7i). In contrast, CUX1 and ANGPT2 were upregulated in metastatic fibroblasts, and SP3 was upregulated in metastatic tumor cells relative to their expression in the primary tumor (Fig. 7j). These results suggest strong agreement between the observed gene expression changes and the predictions generated by MulNet. Additionally, MulNet can reveal potential regulators whose differential expression may not have reached statistical significance (e.g. SREBF1 and CUX1).

## Discussion

Despite advances in experimental and computational techniques, which enable increasingly accurate predictions of molecular interactions, the numerous and varied interactions in public databases remain largely untapped. In this study, MulNet offers a promising solution by integrating gene expression data with various molecular interaction databases, aiming to reveal how known or predicted interactions synergistically regulate gene expression. The flexibility of MulNet in integrating user-specified interactions could support its broad application in both bulk and single-cell omics studies.

**Key Points**

- MulNet provides a systematic gene expression analysis framework that involves multilayer network construction, gene module detection, and prognostic biomarker discovery.
- MulNet outperforms state-of-the-art methods in identifying biologically relevant modules and novel cancer regulators.
- MulNet enables high-resolution reconstruction of intra- and intercellular communication from both bulk and single-cell data.

## Supplementary Material

Supplementary_Materials_bbaf081

Supplementary_Tables_bbaf081

## Data Availability

For method evaluation, the TCGA pan-cancer datasets were obtained from Zenodo (https://zenodo.org/records/1157938). The scRNA-seq data across 10 cancer types were sourced from the Curated Cancer Cell Atlas (www.weizmann.ac.il/sites/3CA/). For the case studies, the COAD RNA-seq data were downloaded from the UCSC Xena browser (https://xenabrowser.net/datapages/), and the scRNA-seq data from HNSCC tumors were retrieved from GEO with accession code GSE103322. All processed data are available in the Figshare repository (https://figshare.com/articles/dataset/MulNet_Data/28106372). The normalized count matrix and metadata spreadsheet of our RNA-seq experiments are publicly accessible under accession number GSE248963 in the Gene Expression Omnibus (GEO). The raw sequencing reads are available in the NCBI Sequence Read Archive (SRA) under accession number PRJNA1012745. The source code and application of MulNet can be accessed from our GitHub repository, https://github.com/free1234hm/MulNet, under the GPL-3.0 license.

# Supplementary material for: MulNet: a scalable framework for reconstructing intra- and intercellular signaling networks from bulk and single-cell RNA-seq data
**Source:** Brief Bioinform. 2025 Mar 17;26(2):bbaf081. doi: 10.1093/bib/bbaf081
**Supplement:** Supplementary_Materials_bbaf081

**Supplementary Methods**

**1. The probability of correlation between gene expression**

Correlation coefficients, such as Pearson, Spearman, Kendall, and cosine similarity, measure the strength of the linear relationship between two variables. However, they cannot determine the probability that two variables are correlated. We propose a novel probabilistic model to measure this probability for gene expression patterns.

Given an expression matrix with $m$ genes, the expression pattern of each gene is an $n$-dimensional vector. First, we calculate the pairwise Pearson correlation coefficients between genes. When $m$ is large enough, these correlation coefficients can be seen as random numbers between -1 and 1, whose quantity decreases as the value approaches 1 or -1. Based on these correlation coefficients, we can construct an approximate Gaussian distribution with a -1 to 1 range (Supplementary Figure S1). The mean of this Gaussian distribution is not necessarily zero, although it is often close to zero because in most cases, there is no significant difference between the numbers of positive and negative correlation coefficients.

The total area of this distribution is calculated as $S_{total}=CDF\left( 1 \right)-CDF(-1)$, where CDF stands for the cumulative distribution function. It is a function that gives the probability that a random variable will be less than or equal to a certain value. The area of a given correlation coefficient ($r$) is calculated as $S_{r}=CDF\left( \left| r \right| \right)-CDF(-\left| r \right|)$, and the significance probability of $r$ is calculated as the proportion of $S_{r}$ in the total area ($P_{r}=S_{r}/S_{total}$). To increase the distinction between low and high correlation coefficients, we define a minimum correlation coefficient threshold (0.4 by default). When the absolute correlation coefficient between two genes is lower than the minimum threshold, the probability of a correlation between them is defined as 0 ($\left| r \right|\in[-0.4,0.4]$). Otherwise, a minimum area ($S_{min}=CDF\left( 0.4 \right)-CDF(-0.4)$) is subtracted from both $S_{total}$ (the area shaded with stars in Supplementary Figure S1) and $S_{r}$ (the area shaded with slanted lines in Supplementary Figure S1). The final correlation probability is calculated as follows:

$$P(r)=\left\{ \begin{aligned} 0 \left| r \right|\leq0.4 \\ \frac{S_{r}-S_{min}}{S_{total}-S_{min}} \left| r \right|>0.4 \end{aligned} \right.$$

**2. Method evaluation**

**2.1 Evaluation pipeline using known modules**

Following the benchmark strategy proposed by Saelens [1], we calculated four metrics (recovery, relevance, recall, and precision) by comparing the identified modules with sets of known modules. If $G$ represents all genes, $M$ represents a set of known modules, $M^{'}$ represents a set of observed modules, $M(g)$ represents the modules that contain gene $g$, and $E(g,M)$ represents the set of genes that are included with $g$ in at least one module of $M$ (including $g$ itself), the precision is defined as follows:

$$Precision=\frac{1}{\left| G \right|}\sum_{g\in G} \left[ \frac{1}{\left| E(g,M^{'}) \right|}\sum_{g^{'}\in E(g,M^{'})} \frac{min(\left| M^{'}\left( g \right)\cap M^{'}\left( g^{'} \right) \right|,\left| M\left( g \right)\cap M\left( g^{'} \right) \right|)\times\Phi(g,g^{'})}{\left| M^{'}(g)\cap M^{'}(g^{'}) \right|} \right]$$

where $\Phi\left( g,g^{'} \right)=\frac{1}{\left| M^{'}\left( g,g^{'} \right) \right|}\sum_{m^{'}\in M^{'}\left( g,g^{'} \right)} \max_{m\in M\left( g,g^{'} \right)} Jaccard(m^{'},m)$. Recall is calculated in the same way but with $M^{'}$ and $M$ switched. Relevance is defined as follows:

$$Relevance=\frac{1}{\left| M^{'} \right|}\sum_{m^{'}\in M^{'}} \max_{m\in M} Jaccard(m^{'},m)$$

Recovery is calculated in the same way but with $M^{'}$ and $M$ switched. Third, we calculated the harmonic mean of precision, recall, relevance, and recovery to obtain an overall score. Finally, we normalized this score by dividing it by a benchmark score derived from a randomly permuted version of the known modules.

**2.2 Application to TCGA pan-cancer data**

We evaluated MulNet's performance using TCGA data from a pan-cancer study of 12 cancer types, comparing it with eight other bulk RNA-seq methods: ICA [2], agglomerative hierarchical clustering [3], FLAME [4], spectral clustering [5], densityClust [6], spectral biclustering [7], MERLIN [8], and GENIE3 [9]. The gene expression data and known modules were obtained from Zenodo (https://zenodo.org/records/1157938). Based on the original expression matrix, we performed principal component analysis (PCA) to extract the 30 most representative components for each gene. The processed expression matrix is available in the Figshare repository (https://figshare.com/articles/dataset/MulNet_Data/28106372). Detailed parameters for each method are provided below:

**2.2.1 MulNet**

We applied MulNet to integrate the processed gene expression data with three human reference interaction files—human TF-target.txt, human miRNA-target.txt, and human PPI.txt—available in the MulNet repository (https://github.com/free1234hm/MulNet). All other parameters were configured as follows:

Log normalize data: No

Max number of missing values: 0

Set missing values as: Min value

Min correlation coefficient: 0.4

Discount factor for the MDP: 0.995

Max number of modules: 10, 20, and 30

Min number of modules: 10, 20, and 30

**2.2.2 Existing methods**

Given that ICA performs better with large samples and other methods excel with smaller samples [1], we applied ICA to the original expression matrix and the other methods to the PCA-transformed matrix. This ensures that each method achieves its optimal performance. ICA was performed using the ‘ica_fdr’ function from Saelens et al. (https://github.com/saeyslab/moduledetection-evaluation), with parameters qvalcutoff = 0.1 and k = 10, 20, and 30. Spectral clustering was implemented using the SpectralClustering function from scikit-learn, with affinity = ‘nearest_neighbors’, n_neighbors = 20, and n_clusters = 10, 20, and 30. The FLAME algorithm was implemented based on the source code available at https://code.google.com/archive/p/flame-clustering/source/default/source. Agglomerative hierarchical clustering was performed using the R package ‘hclust’. The density-based clustering algorithm was implemented with the R package ‘densityClust’. The GENIE3 algorithm was applied using the GENIE3 R package. The MERLIN algorithm was implemented based on code from pages.discovery.wisc.edu/~sroy/merlin. To control for the impact of module number on evaluation metrics, we standardized the number of modules identified by each method to 10, 20, and 30. All other parameters were set to their default values.

**2.3 Application to scRNA-seq Data**

We applied MulNet and six existing methods (SCENIC [12], SCIMITAR [13], NLNET [14], SCODE [15], PIDC [16], and LEAP [17]) to 10 human cancer scRNA-seq datasets sourced from the Curated Cancer Cell Atlas (www.weizmann.ac.il/sites/3CA/). These datasets include those from breast (Chung et al., 2017), head and neck (Puram et al., 2017), prostate (He et al., 2021), colorectal (Li et al., 2017), liver (Ma et al., 2019), pancreatic (Moncada et al., 2020), lung (Song et al., 2019), hematologic, kidney (Young et al., 2018), and ovarian (Zhang et al., 2019) cancers.

For each dataset, we identified genes with missing values < 50% in malignant cells, resulting in varying numbers of genes across the 10 benchmark datasets (492, 692, 940, 1057, 1429, 1949, 2727, 3860, 4535, and 5190 genes). Based on the expression profiles of these gene sets in malignant cells, we constructed 10 malignant cell-specific expression matrices.

Since methods like SCENIC and PIDC are computationally intensive when analyzing expression matrices with large numbers of cells, we reduced the dimensionality of each expression matrix in two steps: 1) agglomerative clustering was used to group cells into 50 clusters, and 2) the average expression of each cell cluster was calculated. All processed expression matrices are available in the Figshare repository (https://figshare.com/articles/dataset/MulNet_Data/28106372).

**2.3.1 MulNet**

We constructed a multilayer network by integrating gene expression data with three human reference interaction datasets—human TF-target.txt, human miRNA-target.txt, and human PPI.txt—available in the MulNet repository (https://github.com/free1234hm/MulNet). The parameters were configured as follows:

Log normalize data: No

Max number of missing values: 0

Set missing values as: Min value

Min correlation coefficient: 0.4

Discount factor for the MDP: 0.995

Max number of modules: 10, 20, and 30

Min number of modules: 10, 20, and 30

**2.3.2 SCENIC**

SCENIC is implemented in both R and Python (https://github.com/aertslab/SCENIC) and employs the GENIE3 algorithm, a regression-tree-based method, to construct gene regulatory networks. While originally developed for bulk RNA-seq data, SCENIC has been applied to single-cell analysis. For this study, the number of candidate regulators randomly selected at each tree node (to determine the best split) was set to 1000 to generate a weighted adjacency matrix of the inferred network. Spectral clustering was then used to detect modules, with the ‘centers’ parameter set to 10, 20, and 30, respectively.

**2.3.3 NLNET**

NLNET is implemented in R and distributed as the nlnet package (https://cran.r-project.org/web/packages/nlnet/). It does not assume a specific functional form and can select from a large number of candidates. In NLNET, the correlation between two genes is defined as the distance based on a conditional ordered list. The minimum allowable value of the local false discovery cutoff for establishing gene links was set to 0.05. The parameter min.module.size was adjusted to 2, 3, and 5 to obtain 10, 20, and 30 clusters, respectively.

**2.3.4** **SCIMITAR**

SCIMITAR is a framework for inferring progressions from static single-cell transcriptomes by fitting continuous parameterizations of Gaussian mixtures to high-dimensional curves. It was implemented in Python (https://github.com/dimenwarper/scimitar). SCIMITAR first constructs a transition model from the metastable graph by fitting single-curve morphing Gaussian mixtures to specified states. This model is further refined using a ‘corpcor’ estimator with a shrinkage intensity of 0.05 until convergence. The n_cluster parameter in the plot_transition_clustermap function was set to 10, 20, and 30 to generate the corresponding clusters.

**2.3.5 PIDC**

PIDC is an algorithm designed to infer gene regulatory networks from single-cell data using multivariate information measures. It is implemented in Julia, with tutorials available at https://github.com/Tchanders/network_inference_tutorials. For the networks inferred by PIDC, the default threshold for filtering the highest-scoring edges was set to default (15%). Spectral clustering was then applied to detect modules, with the ‘centers’ parameter set to 10, 20, and 30, respectively.

**2.3.6 LEAP**

The LEAP algorithm, implemented in the R package LEAP, integrates scRNA-seq data with estimated pseudotime to construct gene co-expression networks that account for time delays. By sorting cells based on pseudotime, the algorithm calculates the maximum correlation across all possible time lags. This maximum correlation is then used as the edge weight in the gene co-expression network. Finally, a spectral clustering algorithm is applied to identify modules within the network, with the ‘centers’ parameter set to 10, 20, and 30, respectively.

**2.3.7 SCODE**

The SCODE algorithm is used to analyze scRNA-seq data from differentiating cells by integrating the transformation of linear ordinary differential equations (ODEs) with linear regression. The R source code for SCODE is available at https://github.com/hmatsu1226/SCODE. We set the length of the original expression dynamics vector $z$ to 4 and the number of optimization iterations to 100. In the adjacency matrix, directed edges with higher absolute values are considered to represent more reliable regulatory relationships. Finally, spectral clustering is applied to identify modules, with the ‘centers’ parameter set to 10, 20, and 30, respectively.

**3. Data collection and processing in case study 1**

To evaluate the effectiveness of MulNet in extracting biological insights from RNA-seq data, we applied it to the TCGA-COAD dataset from the UCSC Xena database. First, we divided patients into four clinical stages (I, II, III, and IV) according to the American Joint Committee on Cancer (AJCC) 8th edition TNM classification. This resulted in four stage-specific gene expression matrices containing data from 67, 161, 103, and 63 patients with stage I–IV COAD, respectively. Subsequently, we applied MulNet to integrate each expression matrix (after PCA) with three types of reference interactions: TF–target interactions from TRRUST [18], miRNA–target interactions from miRTarBase [19], and PPIs from HuRI [20]. The module detection parameters were set as follows:

- Log normalize data: No
- Max number of missing values: 0
- Set missing values as: Min value
- Min correlation coefficient: 0.4
- Discount factor for the MDP: 0.995
- Max number of modules: 50
- Min number of modules: 1

We constructed a ‘consensus network’ by integrating the signaling modules identified across stage I–IV COAD. In this network, nodes are connected only if they consistently participate in the same module across all stages. These connections can be based on various interaction types, including PPIs, TF–DNA interactions, miRNA–mRNA interactions, and, for genes lacking known interactions, coexpression relationships. Next, we performed network-based survival analysis on the consensus network to identify TF–target and miRNA–target pairs associated with overall survival in COAD patients. Our analysis utilized RNA-seq and survival data from TCGA-COAD patients. We employed a log-rank test with a significance threshold of 0.05 to determine statistical significance.

**4. Data collection and processing in case study 2**

Processed single-cell expression data (log2 TPM values) of malignant and nonmalignant cells from HNSCC tumors were downloaded from the GEO with the accession code GSE103322 [21]. We analyzed four gene expression matrices across four cell types, including 1112 cancer-associated fibroblasts (CAFs) and 1427 malignant cells from primary tumors and 310 CAFs and 788 malignant cells from lymph node metastatic tumors. For each expression matrix, we removed genes with more than 80% missing values and applied PCA to extract the 50 most representative components of each gene expression feature for MulNet analysis.

For each processed CAF expression matrix, we built a two-layered network focusing on TF–target interactions. From this network, we identified signaling modules and integrated them into a CAF-specific TF–target network. Additionally, for each processed tumor cell expression matrix, we constructed a three-layered network incorporating both ligand–TF and TF–target interactions. From this network, we identified signaling modules and integrated them into a ligand–TF–target network associated with tumor cells.

Subsequently, we applied network-based survival analysis to the TF–target network within CAFs and the ligand–TF–target network within tumor cells to identify TF–target pairs associated with overall survival in HNSCC patients. Since the GSE103322 dataset does not provide patient clinical outcomes, we employed RNA-seq and survival data from the TCGA-HNSCC cohort to identify survival-related TF–target pairs within the network generated based on GSE103322. This approach is based on the hypothesis that TF-target pairs significantly impacting HNSCC progression and patient survival exhibit robustness across datasets, despite batch effects and interindividual variability between the TCGA and GSE103322 cohorts. The second case study identified a substantial number of key regulators of HNSCC growth and metastasis, suggesting that the signaling network built from GSE103322 data is generalizable well to the TCGA-HNSCC cohort.

Finally, we assembled the survival-related TF–target pairs identified from the CAF and tumor cell networks, constructing a CAF–tumor cell crosstalk network (Figure 6a). This network reveals how CAF TFs regulate the expression of ligand molecules. These secreted ligands then bind to receptors on tumor cells and trigger intracellular transcriptional responses.

**5. Cell experiments**

**5.1 Cell lines and culture**

Human colon cancer cell line HCT116 was acquired from ATCC and cultivated in DMEM (12800-017, Invitrogen, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS) (AB1001, ABBIOSCI, Seattle, WA, USA) and 1% penicillin-streptomycin (15140122, Invitrogen, Carlsbad, CA, USA) at 37 °C with 5% CO2. The media were changed every two days.

**5.2 Transfection**

HCT116 cells were plated in 12-well or 96-well plates on day 0. Twenty hours later, 50 nM miR-8485 mimics (GenePharma, Suzhou, China) were transfected using DMRIE-C transfection reagent (10459014, Thermo Fisher, Waltham, MA, USA) following the manufacturer’s protocol. Forty-eight hours after transfection or at the indicated times, the cells were collected for further experiments. The sequence of the miR-8485 mimic was 5'-CACACACACACACGUAU-3' (sense).

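The mimic has 17 bases. Its DNA sequence matches GRCh38 on the minus strand of chromosome 2 from 50696172 to 50696188, within MIR8485, whose hairpin of 91 bases is annotated from 50696172 to 50696262. The mimic corresponds to bases 75 to 91 of the hairpin, its 3′ end. The mimic holds 6 CA dinucleotides, which in the genome are the end of a run of 18 CA dinucleotides.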

**5.3 Cell proliferation**

HCT116 cells were seeded into 96-well plates and cultured in DMEM supplemented with 10% FBS (8000 cells per well). miRNAs were transfected on day 1. Then, the cells were collected at 24 h, 48 h and 72 h after transfection and counted by CCK-8 reagent (CA1210, Solarbio, China) following the manufacturer’s protocol.

**5.4 Transwell Assay**

HCT116 cells were seeded in 6 cm plates and after transfected for 24 h to replate 0.5 million cells in the upper chamber of trans-well chamber (3422, Costar, Washington, DC, USA) in 200μL serum-free DMEM and 600 μL 15% FBS DMEM was added to the lower chamber and incubated for 48 h at 37°C. Nonmigratory cells were removed from the upper chamber by scraping with a cotton swab. The cells remaining on the lower surface of the insert were fixed with 4% paraformaldehyde (1004965000, Sigma, St. Louis, MO, USA) and stained with crystal violet (46364, Sigma, St. Louis, MO, USA). The number of migrated cells was counted by ImageJ.

**5.5 RNA extraction, RNA-seq, and bioinformatics analysis**

Total RNA was extracted following the standard TRIzol protocol (15596026, Invitrogen, Carlsbad, CA, USA). RNA libraries from three independent biological replicates were generated using the VAHTS Universal V8 RNA-seq Library Prep Kit for Illumina (NR605, Vazyme, Nanjing, China) according to the manufacturer’s instructions. Libraries were sequenced using an Illumina NovaSeq 6000 (Illumina, San Diego, USA). The original fluorescence image files obtained from the Illumina platform were transformed to short reads (raw data) by base calling, and these short reads were recorded in FASTQ format, which contains sequence information and corresponding sequencing quality information.

Using Fastp (version 0.23.1) [22], the raw sequenced reads were trimmed for adaptor sequences and masked for low-complexity or low-quality sequences. Paired-end clean reads were mapped to the reference genome hg38 using HISAT2 (v2.0.5). FeatureCounts (v1.5.0-p3) was used to calculate the read numbers mapped to each gene. Differential expression analysis of two conditions/groups (three biological replicates per condition) was performed using the DESeq2 R package (1.20.0). KEGG enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package. P-values were corrected for multiple testing using the Benjamini–Hochberg procedure.

**6. Animal experiments**

All animal experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee (IACUC) at the Center for Experimental Animal Research of the Institute of Basic Medical Sciences (IBMS), Chinese Academy of Medical Sciences (CAMS). BALB/c nude mice were randomized into two groups. A total of 5 × 10^5^ HCT116 cells transfected with control or miR-8485 were injected into the dorsal flank of the mice. Tumor growth was measured weekly beginning on day 7 postimplantation. Tumor volumes were calculated using the following formula:

$$V=\frac{\pi}{6}\times length\times width\times thickness$$

The mice were sacrificed after 3 weeks, and the tumors were harvested.

**Supplementary Figures**

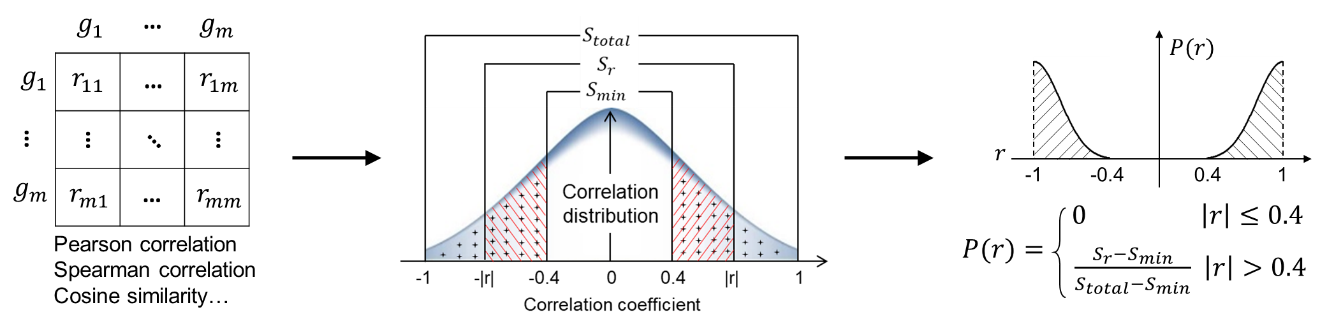

**Figure S1.** Procedure for calculating the probability of correlations between gene expression profiles using the cumulative distribution function of an approximate Gaussian distribution.

**
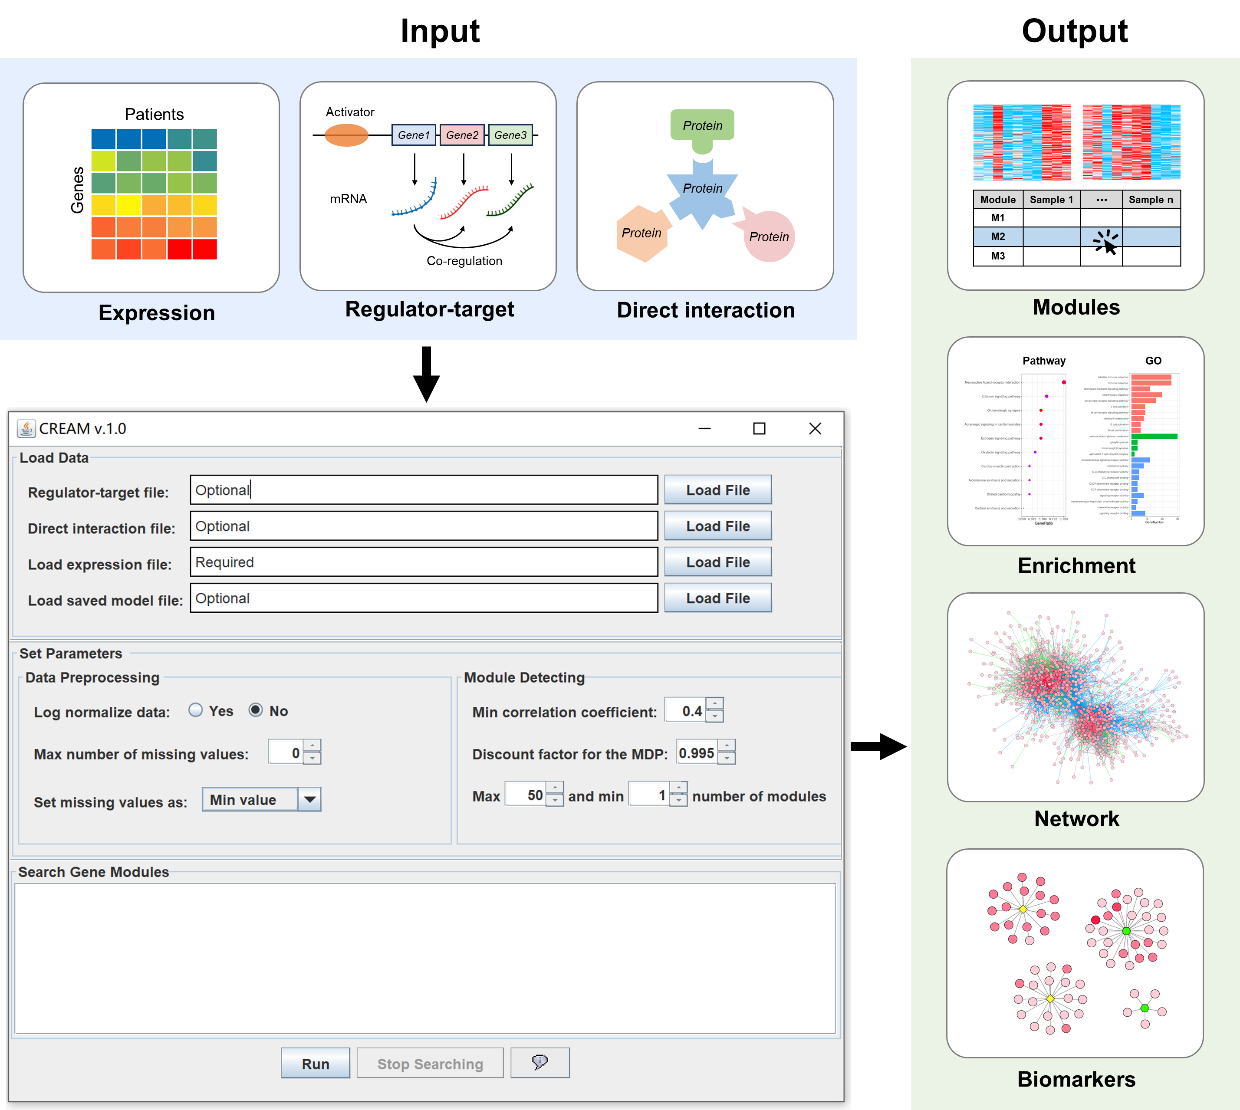
Figure S2.** Inputs (expression data and molecular interactions), main interface, and Interactive outputs of MulNet. MulNet visualizes identified modules with interactive tables and heatmaps, allowing users to select modules of interest for functional enrichment analysis, integrate all modules into a genome-wide hybrid network, and identify prognostic regulators.

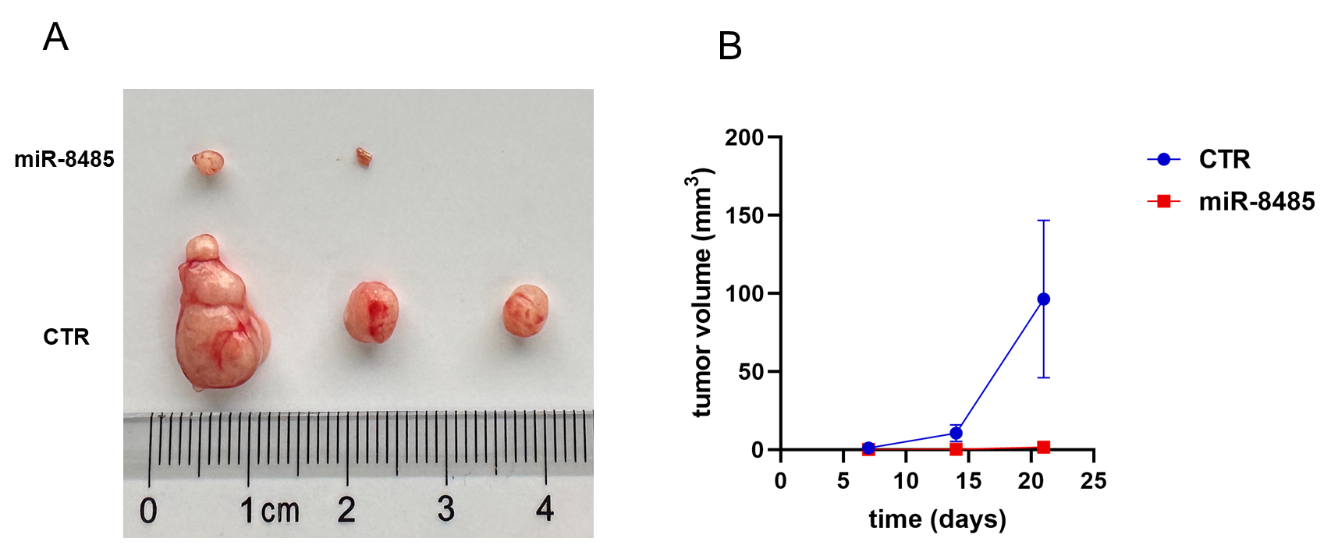

**Figure S3.** (A) Tumors harvested from mice that were injected with HCT116 cells transfected with either miR-8485 or a negative control (three weeks later). (B) Tumor volumes of the miR-8485 and control groups measured at day 7, 14, and 21 post-implantation.

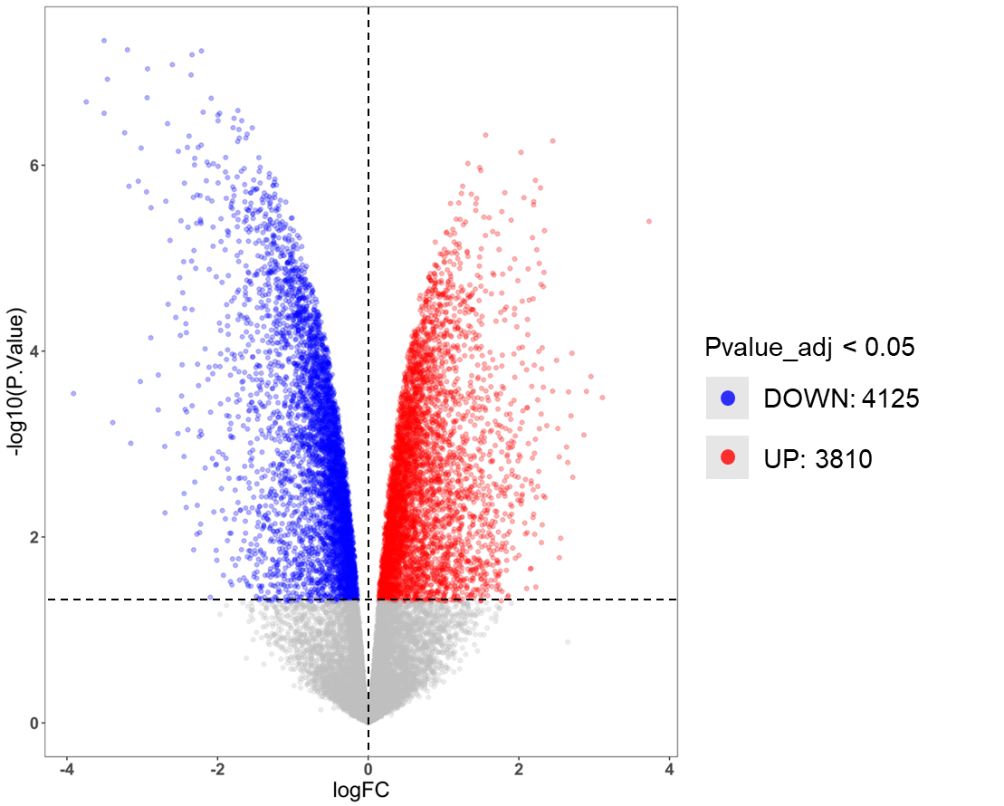

**Figure S4.** Volcano plot comparing miR-8485-transfected HCT116 COAD cells to the control group.

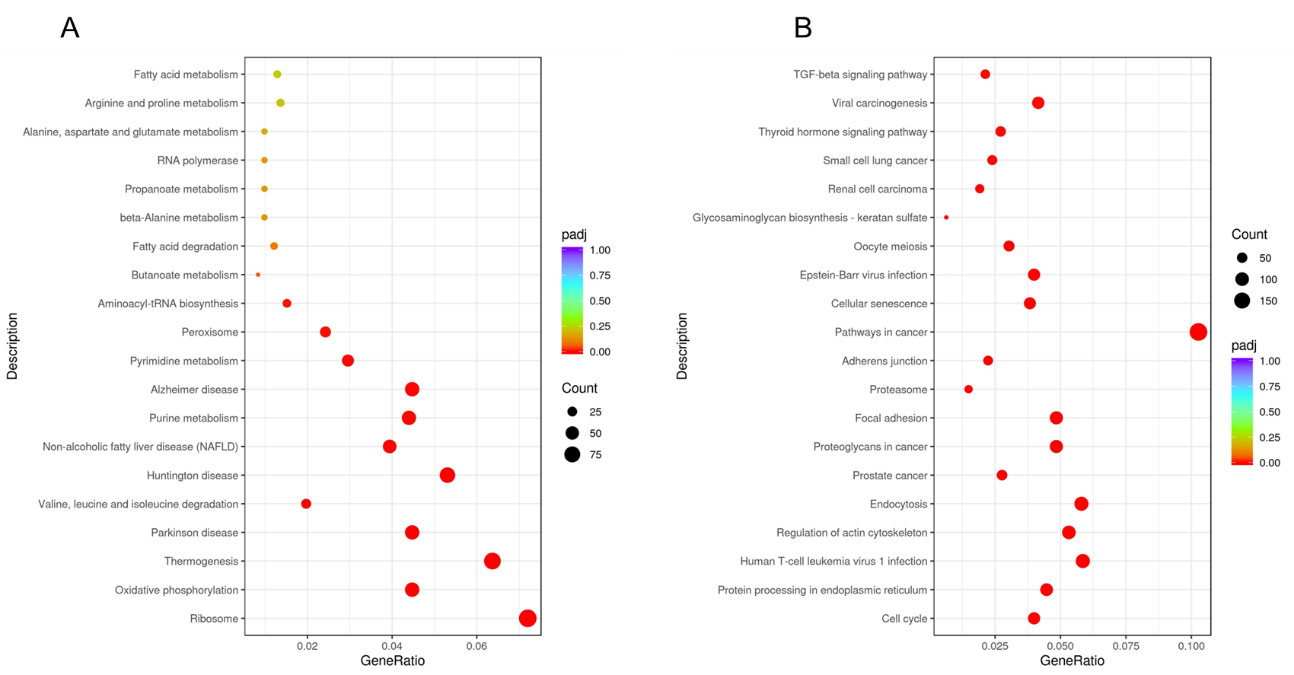

**Figure S5.** The top 20 pathways significantly enriched in the (A) up- and (B) down-regulated genes.

**REFERENCES**

1. Saelens, W., R. Cannoodt, and Y. Saeys, *A comprehensive evaluation of module detection methods for gene expression data.* Nat Commun, 2018. **9**(1): p. 1090.

2. Hyvarinen, A., *Fast and robust fixed-point algorithms for independent component analysis.* IEEE Trans Neural Netw, 1999. **10**(3): p. 626-34.

3. Langfelder, P. and S. Horvath, *WGCNA: an R package for weighted correlation network analysis.* BMC Bioinformatics, 2008. **9**: p. 559.

4. Fu, L. and E. Medico, *FLAME, a novel fuzzy clustering method for the analysis of DNA microarray data.* BMC Bioinformatics, 2007. **8**: p. 3.

5. Shi, J. and J. Malik, *Normalized cuts and image segmentation.* Pattern Analysis and Machine Intelligence, IEEE Transactions, 2000. **22**(8).

6. Rodriguez, A. and A. Laio, *Machine learning. Clustering by fast search and find of density peaks.* Science, 2014. **344**(6191): p. 1492-6.

7. Kluger, Y., et al., *Spectral biclustering of microarray data: coclustering genes and conditions.* Genome Res, 2003. **13**(4): p. 703-16.

8. Roy, S., et al., *Integrated module and gene-specific regulatory inference implicates upstream signaling networks.* PLoS Comput Biol, 2013. **9**(10): p. e1003252.

9. Huynh-Thu, V.A., et al., *Inferring regulatory networks from expression data using tree-based methods.* PLoS One, 2010. **5**(9).

10. Strimmer, K., *fdrtool: a versatile R package for estimating local and tail area-based false discovery rates.* Bioinformatics, 2008. **24**(12): p. 1461-2.

11. Langfelder, P., B. Zhang, and S. Horvath, *Defining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for R.* Bioinformatics, 2008. **24**(5): p. 719-20.

12. Aibar, S., et al., *SCENIC: single-cell regulatory network inference and clustering.* Nat Methods, 2017. **14**(11): p. 1083-1086.

13. Cordero, P. and J.M. Stuart, *Tracing Co-Regulatory Network Dynamics in Noisy, Single-Cell Transcriptome Trajectories.* Pac Symp Biocomput, 2017. **22**: p. 576-587.

14. Liu, H., et al., *Nonlinear Network Reconstruction from Gene Expression Data Using Marginal Dependencies Measured by DCOL.* PLoS One, 2016. **11**(7): p. e0158247.

15. Matsumoto, H., et al., *SCODE: an efficient regulatory network inference algorithm from single-cell RNA-Seq during differentiation.* Bioinformatics, 2017. **33**(15): p. 2314-2321.

16. Chan, T.E., M.P.H. Stumpf, and A.C. Babtie, *Gene Regulatory Network Inference from Single-Cell Data Using Multivariate Information Measures.* Cell Syst, 2017. **5**(3): p. 251-267 e3.

17. Specht, A.T. and J. Li, *LEAP: constructing gene co-expression networks for single-cell RNA-sequencing data using pseudotime ordering.* Bioinformatics, 2017. **33**(5): p. 764-766.

18. Han, H., et al., *TRRUST v2: an expanded reference database of human and mouse transcriptional regulatory interactions.* Nucleic Acids Res, 2018. **46**(D1): p. D380-D386.

19. Huang, H.Y., et al., *miRTarBase update 2022: an informative resource for experimentally validated miRNA-target interactions.* Nucleic Acids Res, 2022. **50**(D1): p. D222-D230.

20. Luck, K., et al., *A reference map of the human binary protein interactome.* Nature, 2020. **580**(7803): p. 402-408.

21. Puram, S.V., et al., *Single-Cell Transcriptomic Analysis of Primary and Metastatic Tumor Ecosystems in Head and Neck Cancer.* Cell, 2017. **171**(7): p. 1611-1624 e24.

22. Chen, S., et al., *fastp: an ultra-fast all-in-one FASTQ preprocessor.* Bioinformatics, 2018. **34**(17): p. i884-i890.

How the deposited data were processed for this re-analysis (not part of the article)

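RNA-seq was performed on 6 libraries of HCT116 cells, 3 transfected with a control (CTR) and 3 with 50 nM miR-8485 mimics, collected 48 h after transfection. The libraries were grouped by the labels of the samples and the paper, and 0 columns of measurements were left without a sample. The authors prepared the libraries with a VAHTS kit and sequenced them on a NovaSeq instrument. The authors trimmed the reads with fastp, mapped them to hg38 with HISAT2, counted fragments per gene with featureCounts, tested the counts with DESeq2 and tested KEGG pathways with clusterProfiler. The values deposited by the authors and used here were FPKM, that is fragments divided by gene length and by the fragments of the library, with no further scaling between libraries.

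The counts were not used here directly, but in every library 100% of the FPKM values above 0 were whole multiples of what 1 fragment is worth, so that the fragments behind each value were recovered. The libraries had a median of 17848135 fragments on listed genes in CTR and 17774334 in miR-8485. The precision for a gene follows from its own number of fragments, which is given for low genes, and the chi-square per gene between replicates, 2.84 to 11.8, was above that of counting error alone. Of the 58735 genes listed, 26967 were at 0 in every library and were not tested.

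Differential expression was tested with limma version 3.58.1 in R 4.3.3, with a variance trend, on log2(FPKM + 0.1), two-sided, for the 12349 genes with a mean FPKM of at least 1, and adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05. Genes that the paper names but that lay below this filter were taken from the fit of all 31768 genes above 0. The other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated libraries with the means and depths of the real ones, limma recovered 181 of the 192 changed genes (94.3%) among 12407 tested, with 11 false calls, and voom recovered as many with 10 false calls. The planted changes were all of at least 1 on the log2 scale, in few genes, with a preset spread between replicates. The check therefore does not cover the smaller changes that make up most of the real calls. In simulated data, the test of 3′ UTR sites recovered -0.18 of a planted shift of -0.2 among 10677 genes, and the test of gene lists gave the smallest p that its permutations allow (1e-04) for a planted list and 0.278 for an unplanted one, among 12349 genes.

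Before the data were examined, the tests, the gene lists and most alternatives were fixed. The genes named in the text were set by rule: every gene the paper names for this experiment, and, among protein-coding genes past the threshold whose libraries did not overlap between the groups, the 5 with the largest rise and the 5 with the largest fall. The lists were the 26 miR-8485 targets of Supplementary Table S4, the 15 genes of Fig. 6f and 6g, 9 families defined by gene symbol in place of KEGG membership, 25 p53 target genes and 28 interferon-stimulated genes. Genes whose fold changes had been seen in Supplementary Table S5 were left out of the last 2 lists. The alternatives were a pseudocount of 1 or 0.01, no filter, a filter on a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, rescaling to TPM, removal of the trend against gene length, eBayes without a variance trend, a fit with the replicate number as a block, each library left out in turn, an unadjusted threshold, a threshold on the log2 fold change, and camera and fry for gene sets. Chosen after seeing the data were the removal of the trend against GC content, which was known for 12298 of the tested genes, voom on the recovered fragments of the same genes, and voom on the 21396 genes with at least 10 fragments. For named genes below the filter, voom on recovered fragments was fitted to all 31768 genes above 0. Library totals of the voom fits were scaled by median of ratios.

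3′ UTR sequences were taken from GRCh38 with the GENCODE release 44 annotation, one per gene, the longest. The test of seed sites was repeated with the 3′ UTR of the transcript tagged as canonical. For 7-base words, genes with and without a word were compared in their median log2 fold change within 10 bins of 3′ UTR length. For the ranking of all words, they were compared within 5 bins each of 3′ UTR length and GC content, for words in at least 50 genes. The ranking used a standardised difference, so it does not follow the size of the fall alone. The comparisons of ACACACG with other words used the log2 fold change of each gene minus the median of its bin of length and GC content, limited to 3 in either direction. Gene lists were compared with 10000 random lists matched in deciles of expression. The TCGA, single-cell, cell growth, migration and mouse experiments of the paper were not analysed here. The results of a few single genes are not reported here.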

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

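The tests in this part were chosen after the mitochondrial share had been seen. The paper does not report on mitochondrial transcripts. Mitochondrial genes took 7.94%, 10.2% and 9.50% of the fragments in CTR replicates 1 to 3 and 11.3%, 11.1% and 10.6% in miR-8485 replicates 1 to 3, a difference between the group means of 1.77 percentage points. Each miR-8485 library was above each CTR library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). CTR replicate 1 weighs on this difference, which is 1.12 points without it.

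A difference in library size is argued against by the 2 miR-8485 libraries whose totals lay within the range of the CTR libraries, since the lower of their shares was 11.1%, above the highest CTR share of 10.2%. A few genes taking most of the fragments would leave most mitochondrial genes unchanged, but 12 of the 13 mitochondrial protein-coding genes had a positive log2 fold change. Their median was 0.23, and 4 were upregulated and 0 downregulated in limma with Benjamini-Hochberg adjustment. Without CTR replicate 1 the median was 0.13. The size of the rise depended on the scaling, with a median of 0.12 after rescaling to TPM. It was 0 after quantile normalization, which sets the top ranks equal across libraries, and no alternative gave a negative median. With the gene length trend removed, the median was 0.043, so a gene length bias may account for the rise. A bias of this kind and a change in the cells cannot be told apart here, because the rise of 0.23 is itself within the spread between libraries of one group (SD of the library medians up to 0.29). An effect of miR-8485 on mitochondrial RNA stays open and was not tested.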

How the results depend on the processing

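No test in this part was chosen to explain a result after it was seen, but the removal of the GC trend and the voom fits were chosen after seeing the data. The counts of upregulated and downregulated genes stayed within 1.5 times the reported counts under both other pseudocounts, no filter, median-of-ratios scaling, quantile normalization, TPM, removal of the gene length or GC trend, eBayes without a variance trend, the unadjusted threshold and both voom fits. With 1 library left out at a time, there were 3124 to 3561 upregulated and 3382 to 3663 downregulated genes. No gene called in either direction was called in the opposite direction under any of these. The filter on a mean FPKM of at least 5, which leaves fewer genes to test, gave 2303 upregulated and 2417 downregulated genes, 5 downregulated targets and 7 pathway genes changed as drawn. The threshold on an absolute log2 fold change of at least 1 gave 442 and 554 genes, 2 targets and 3 pathway genes, which follows from the moderate size of most changes. The number of families enriched among upregulated genes was 4 instead of 2 both without a filter and in voom on genes with at least 10 fragments. Aminoacyl-tRNA biosynthesis alone was added, making 3, with the gene length trend removed, without CTR replicate 2, without miR-8485 replicate 1 and in voom on recovered fragments. Without a filter, the larger number follows from the smaller share of upregulated genes among all genes tested, 10.8% against 29.1%. For the other settings the cause was not tested.

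The median of the p53 target genes lay close to 0 and changed sign, to 0.064 under the filter on a mean FPKM of at least 5 and 0.023 after quantile normalization, and it ranged from -0.019 to 0.028 across the 6 fits that each left out one library. Without CTR replicate 1 it was 0.028, without CTR replicate 3 it was 0.015, and without miR-8485 replicate 1 or 2 it was 0.0029 and 0.026. Camera placed this list upwards, with a p of 0.718. Fry gave a p of 6.4e-04 for the interferon-stimulated genes, while the comparison with random lists was not past the threshold. For both lists the cause was not tested.

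Of the 51 named genes with a fit, 37 stayed on the same side of the threshold with the same sign under every alternative. Of the other 14, 6 changed sign, none of them past the threshold in the reported fit. C21orf91 had a log2 fold change of -0.070 under TPM and -0.015 to 0.11 with 1 library left out, the lowest without CTR replicate 1. TFCP2 had -0.0091 and CYLD -0.060 under TPM, and CYLD ranged from -0.0063, without miR-8485 replicate 3, to 0.092 with 1 library left out. TNFSF4, with 0.305 FPKM, had -0.0069 after quantile normalization and -0.22, without CTR replicate 3, to 0.32. AKT2 had 0.012 with the gene length trend removed, and CNOT6 had 0.018 with the GC trend removed. For these genes the cause was not tested, apart from TPM, which moved the median log2 fold change of all tested genes from -0.0041 to -0.12. Over the alternatives fixed in advance, single genes lost their call in 23 cases and gained one in 9, and over those chosen after seeing the data in 2 and 9 cases.

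The replicate numbers were the same in both groups, but the numbers do not pair the samples. The correlations of the deviations of same-numbered libraries from their group means were 0.067, 0.033 and -0.064. The fit with the replicate block gave 3634 upregulated and 3754 downregulated genes and kept 96.0% of the reported calls. It also gave 11 downregulated targets and 11 pathway genes as drawn. The depth limits the genes below 1 FPKM most. UBN2, the highest of these targets, has 225 to 343 fragments per library, whereas TNFSF4 has as few as 11 in a CTR library.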

Differences from the paper's values

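No explanation was tested in this part, and the settings named as chosen after seeing the values are the removal of the GC trend and the voom fits. Supplementary Table S5 was used in a partial copy, with 142 of the paper's 3810 upregulated and 142 of its 4125 downregulated genes. Of the 7 named genes found in it, 2 differed by more than the replicate error. For GSN, the paper's log2 fold change is -3.47 and the value here was -3.35 (replicate SD 0.11). The gap closed with a pseudocount of 0.01, median-of-ratios scaling, quantile normalization, TPM and without CTR replicate 1, CTR replicate 2 or miR-8485 replicate 1. It did not close with a pseudocount of 1, without a filter, with a mean FPKM of at least 5, with the gene length trend removed, with eBayes without a variance trend, with the replicate block, or without CTR replicate 3 or miR-8485 replicate 2 or 3. For SPARC, the paper's log2 fold change is -3.52 and the value here was -3.30 (replicate SD 0.12). This gap closed with a pseudocount of 0.01 (-3.50), quantile normalization (-3.40) and TPM (-3.56), and with none of the other alternatives set before the data were examined that gave a value. Voom, chosen after seeing the values, gave -3.46 for GSN and -3.52 for SPARC. The removal of the GC trend, also chosen after seeing the values, gave -3.36 for GSN, within the error, and -3.28 for SPARC.

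The paper's text gives 3810 upregulated and 4125 downregulated genes, against 3593 and 3769 here. Counts close to these came from the unadjusted threshold, with 3874 and 4016, and from voom on the same genes, chosen after seeing the values, with 3763 and 4043. The paper counts 13 downregulated targets, and 11 were called here. The 2 others drawn in Fig. 6e, UBN2 and MDGA1, lay below the filter on a mean FPKM of at least 1. Voom on genes with at least 10 fragments, chosen after seeing the values, called 13 targets, both of these included. In the fit without a filter MDGA1 was called (adjusted p = 0.0204 in limma) and UBN2 was not (adjusted p = 0.136). SLC44A1 lost its call in that fit, so the count stayed at 11. UBN2 was called with eBayes without a variance trend (adjusted p = 0.0432) and in voom on the genes above 0 (adjusted p = 0.0055) and on genes with at least 10 fragments (adjusted p = 0.0011), both chosen after seeing the values, in a range of 0.0011 to 0.395 over its alternatives.

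The paper draws TGFBR2, AKT2 and BRAF as lower in Fig. 6g, and none of these was past the threshold here. TGFBR2 (adjusted p = 0.0611 in limma) was called with a mean FPKM of at least 5 (0.0438), under TPM (0.0144), with the replicate block (0.0159), without CTR replicate 1 (0.0147) or miR-8485 replicate 3 (0.033) and in voom (0.0149 and 0.0147). AKT2 (adjusted p = 0.092 in limma) was called under TPM (0.0131) and, among the settings chosen after seeing the values, with the GC trend removed (0.0155) and in voom (0.0273 and 0.0331), with 0.0131 to 0.899 over all alternatives. BRAF (adjusted p = 0.264 in limma without a filter) was called only in voom on the genes above 0 (0.0149) and on genes with at least 10 fragments (0.0036), both chosen after seeing the values, with 0.0036 to 0.605 over all alternatives. The legend of Fig. 6e names fewer genes than the 13 drawn in it.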

Other observations

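In this part, the tests of GC content, of the strand opposite to the mimic, of all 7-base words and of the ribosomal protein genes were chosen after the results were seen. Across genes, the log2 fold change fell with gene length (Spearman's rho -0.21, over genes, which are not independent replicates). With the trend against gene length removed from each library, 89.8% of the called genes kept their call and direction, and with the trend against GC content removed 90.04% did, so neither trend accounts for the calls as a whole. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many called genes. The other 9 gave 0 genes, with 75 to 178 genes at an unadjusted p under 0.05 against 7890 for the real split. With 10 splits the share cannot be below 0.1, so this count alone cannot exclude chance.

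The ribosomal protein genes had a median log2 fold change of 0.47. They are short, which makes a gene length bias a candidate explanation. With the length trend removed the median was 0.44, against an SD of the CTR library medians of 0.11, which argues against length as the whole cause. Under TPM it was 0.35. A response of the ribosomal protein genes to the mimic or to slower growth stays open and was not tested.

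The targets from the survival network were compared with the other target genes in it. Of the 18 tested miR-8485 targets, 61.1% were downregulated, and of the 367 tested targets of other regulators 49.6% (182 genes). The difference of 11.5 percentage points was not past the threshold (Fisher's exact test, two-sided, p = 0.470), with a p of 0.232 to 0.681 over the alternatives. At this number of genes, the miR-8485 targets were not distinguishable from the rest of the network in the share of downregulated genes. Among all tested genes 30.5% were downregulated, and the excess of the network as a whole was not tested.

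A direct effect of the mimic predicts a fall of mRNAs whose 3′ UTRs match its seed. The 3348 genes with TGTGTGT in their longest 3′ UTR, of 10668 protein-coding genes, had a median log2 fold change lower by 0.10 than genes without it (difference -0.10, within bins of 3′ UTR length). This was rank 1 among the 35 words made of 4 T and 3 G, and rank 1 under every alternative. With the 3′ UTR of the canonical transcript in place of the longest, chosen after the results were seen, the difference was also -0.10. The other 34 words were all negative, from -0.077 to -0.0090 with a median of -0.030, so a part of the -0.10 is shared by words of this composition. Genes with more overlapping sites have longer 3′ UTRs, with a median of 1359.5 bases at 0 sites and 4046 at 5 or more. Within bins of 3′ UTR length, the difference from genes with 0 sites was -0.046 at 1 site, -0.091 at 2, -0.13 at 3 or 4 and -0.29 at 5 or more. These values are consistent with repression through the seed of the mimic at many mRNAs, as a hypothesis, and the shift at 1 site is within the range of the other words.

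All 16315 words of 7 bases found in at least 50 genes were ranked by a standardised difference between genes with and without the word, lowest first. This rank does not follow the size of the fall alone. The best word containing GTGTGT was GTGTGTA at rank 6, and TGTGTGT had rank 7, which goes with the seed as a part of the effect. The top of the ranking, however, held words of the mimic's own sense, with ACACACA at rank 1 (2130 genes, difference -0.13) and ACACACG at rank 2 (535 genes, difference -0.27). ACACACA was found in 70 of the 100 genes with the largest falls, 13 of the 100 with the largest rises and 20.0% of all genes, and ACACACG in 23 of the largest falls and 0 of the largest rises. TGTGTGT was found in 38 of the largest falls, 15 of the largest rises and 31.4% of all genes. These counts were not adjusted for 3′ UTR length. Among the 5 genes named by rule for the largest falls, the 3′ UTRs of SLC25A6, SPARC and RAB7A hold ACACACA. Those of SPARC and RAB7A also hold ACACACG, while those of GSN and ORM2 hold neither word. The longest annotated 3′ UTR of RAB7A (128823841 to 128825942) lies outside the gene as the file places it, but that of its canonical transcript (128813420 to 128814798) holds both words too. The longest 3′ UTR of GSN holds 0 copies of TGTGTGT, but that of its canonical transcript holds 7. The canonical 3′ UTRs of RAB7A, ORM2, SLC25A6 and SPARC hold 0 copies of TGTGTGT. Against genes with neither TGTGTGT nor ACACACA, within bins of 3′ UTR length, genes with TGTGTGT alone differed by -0.098, those with ACACACA alone by -0.12 and those with both by -0.25. The paper does not report this pattern.

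Trends against gene length or GC content do not account for these words, because with either trend removed ACACACA and ACACACG stayed at rank 3 or better. A candidate explanation is that mimics are usually duplexes and the strand opposite to the mimic also represses mRNAs. If that strand were the exact complement of the mimic, its seed would pair with ACACGTA. This word had rank 679, far from the top, but its difference of -0.11 in 328 genes was close to the -0.10 of TGTGTGT in 3348 genes. On odd-numbered chromosomes and X it had rank 4950 (difference -0.052), and on even-numbered ones rank 136 (difference -0.13). The rank therefore cannot decide on an exact complement. If the opposite strand began 2 bases in, as with a 2-base overhang, its seed would pair with ACACACG. To separate ACACACG from CA repeats, genes with it were compared with genes with ACACACC or ACACACT, leaving out genes with ACACACA or CACACAC. The median log2 fold change was -0.19 in the 164 genes with ACACACG and -0.11 in the 918 others. After subtracting from each gene the median of its bin of 3′ UTR length and GC content, the difference between the medians was -0.15 (permutation test, p = 3.3e-04), with -0.18 to -0.10 over the alternatives. This adjusted difference was -0.12 on odd-numbered chromosomes and X (permutation p = 0.027) and -0.13 on even-numbered ones (permutation p = 0.0387). These sets of chromosomes are no independent check, since ACACACG was noticed over all genes. A miRNA site followed by A is often stronger, but ACACACG followed by A differed from ACACACG without it by -0.13 in the same adjusted values (96 against 439 genes, permutation p = 0.103), not past the threshold. The data cannot decide between the opposite strand, whose sequence the paper's text does not give, and a protein that binds CA repeats, which was not tested.

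Both gene lists below left out genes already seen among the changed genes of Supplementary Table S5, so they may lean towards no change. Activation of p53 predicts a rise of its targets. The 22 tested genes of 25 had a median log2 fold change of -0.0060, at percentile 50.5 of 10000 random lists of matched expression, of which a share of 0.495 had a median as high, with 8 upregulated and 6 downregulated. Fry gave a p of 0.536 downwards. Singled out after their values were seen, CDKN1A fell by 0.68 and PLK3 by 0.84 on the log2 scale and BTG2 rose by 0.73, so the members moved apart and the median decides nothing. An interferon response to transfected double-stranded RNA predicts a rise of interferon-stimulated genes. The 18 tested genes of 28 had a median of 0.17, at percentile 89.9, with a share of 0.101 of the random lists as high, and with 7 upregulated and 3 downregulated. Fry, which tests whether the genes of a list change without reference to other genes, gave a p of 6.4e-04, and camera gave 0.0696. IFIT2 and IFIT3, also singled out after their values were seen, rose by 1.99 and 1.24, while DDX58 fell by 0.28. A response of part of these genes may be present, and whether the control RNA would induce it equally was not tested.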
